# RNA-Seq Analysis of the Effect of Kanamycin and the ABC Transporter AtWBC19 on *Arabidopsis thaliana* Seedlings Reveals Changes in Metal Content

**DOI:** 10.1371/journal.pone.0109310

**Published:** 2014-10-13

**Authors:** Ayalew Mentewab, Kinnari Matheson, Morayo Adebiyi, Shanice Robinson, Brianna Elston

## Abstract

Plants are exposed to antibiotics produced by soil microorganisms, but little is known about their responses at the transcriptional level. Likewise, few endogenous mechanisms of antibiotic resistance have been reported. The *Arabidopsis thaliana* ATP Binding Cassette (ABC) transporter AtWBC19 (ABCG19) is known to confer kanamycin resistance, but the exact mechanism of resistance is not well understood. Here we examined the transcriptomes of control seedlings and *wbc19* mutant seedlings using RNA-seq analysis. Exposure to kanamycin indicated changes in the organization of the photosynthetic apparatus, metabolic fluxes and metal uptake. Elemental analysis showed a 60% and 80% reduction of iron uptake in control and *wbc19* mutant seedlings respectively, upon exposure to kanamycin. The drop in iron content was accompanied by the upregulation of the gene encoding for FERRIC REDUCTION OXIDASE 6 (FRO6) in mutant seedlings but not by the differential expression of other transport genes known to be induced by iron deficiency. In addition, *wbc19* mutants displayed a distinct expression profile in the absence of kanamycin. Most notably the expression of several zinc ion binding proteins, including ZINC TRANSPORTER 1 PRECURSOR (ZIP1) was increased, suggesting abnormal zinc uptake. Elemental analysis confirmed a 50% decrease of zinc content in *wbc19* mutants. Thus, the antibiotic resistance gene WBC19 appears to also have a role in zinc uptake.

## Introduction

Plants are exposed to a variety of antibiotics produced by soil microorganisms. One such antibiotic is kanamycin, originally isolated from the soil bacterium *Streptomyces kanamyceticus*. Many plant species display exquisite sensitivity to a number of antibiotics, hence their usefulness as selection agents in plant genetic engineering. Kanamycin belongs to the aminoglycoside class of antibiotics. Aminoglycosides are multifunctional hydrophilic sugars that possess several amino and hydroxy groups. Aminoglycosides directly bind to the A site of the 16S rRNA of prokaryotic ribosomes causing codon misreading and inhibiting translocation [1], [2], [3]. The presence of an adenosine at position 1408 of the 16S rRNA is a key feature of prokaryotic ribosomes that allows binding of aminoglycosides. In the eukaryotic rRNA, the corresponding position is occupied by a guanine resulting in a lowered affinity for aminoglycosides [4]. Based on the similarity of their ribosomes to those of prokaryotes, plastids and mitochondria may represent the primary targets of aminoglycoside antibiotics in plants.

Plant responses to antibiotics have been poorly characterized. Nonetheless, several observations support the notion that chloroplasts are a major target of aminoglycosides. When plants are exposed to kanamycin, a characteristic symptom is the bleaching of the leaves indicating the breakdown of cholorophyll in choloroplasts [5]. When the chloroplast transporter MAR1 is mutated [6] or silenced [7], plants become resistant to kanamycin and several other aminoglycosides. MAR1 has a role in iron homeostasis and is thought to allow the passage of aminoglycosides into the chloroplast given their structural resemblance with chelated iron molecules [8].

Despite their sensitivity, *Arabidopsis* plants harbor at least one gene that confers antibiotic resistance – that encoding for the ABC transporter WBC19 (ABCG19). ABC transporters are defined by the presence of the highly conserved ATP Binding Cassette (ABC) domain responsible for the hydrolysis of ATP and a transmembrane domain (TMD) responsible for solute movement across the phospholipid bilayer. With a single ABC domain and a single TMD domain encompassing six predicted alpha helices, WBC19 is categorized as a half ABC molecule. Such half ABC molecules are thought to dimerize to form functional transporters. When WBC19 is mutated, kanamycin sensitivity of seedlings is exacerbated while expression of WBC19 in tobacco resulted in increased levels of antibiotic resistance [9]. In tobacco (*Nicotiana tabacum*), WBC19 was found to be specific to kanamycin, but in hybrid aspen (*Populus canescens x P. grandidentata*) it also showed resistance to three other aminoglycoside antibiotics - neomycin, geneticin, and paromomycin [10]. Further investigation in bacteria showed WBC19 did not confer resistance to kanamycin in *E. coli* [11]. A direct role of WBC19 in transport was not investigated as it was not localized in a membrane compartment. Thus the mechanism of antibiotic resistance associated with WBC19 has not been fully characterized.

The presence of several hydroxyl and amine groups makes kanamycin a polar compound. As a result, it poorly diffuses through membranes. Before reaching chloroplasts it has to first enter root cells, get mobilized through the vascular system and unloaded - most likely by co-opting other transporters. Given the previously reported association between antibiotic resistance and metal transport [6], [8], we postulate that endogenous mechanisms of antibiotic resistance, specifically the one associated with WBC19 is also linked to the transport of metals. Here we examined the transcriptomes and analyzed the metal content of control and *wbc19* mutant seedlings. We report that kanamycin induces transcriptional changes revealing an adaptation of the photosynthetic apparatus, metabolic fluxes and metal uptake. Most significantly, the iron content of seedling exposed to kanamycin is drastically reduced and the zinc content of *wbc19* mutants is lower even under normal conditions. Overall, our findings suggest that the antibiotic resistance gene WBC19 has a role in zinc homeostasis and to a lesser extent that of the other metals examined, copper and manganese.

## Materials and Methods

### RNA-seq transcriptome analysis

#### Plant Material

Control (SALK_064816C) and *wbc19* mutant (SALK_107731) lines generated by Alonso et al. [12] were previously obtained from the Arabidopsis Biological Resource Center (Columbus, OH). Homozygous seeds were plated under sterile conditions on MS media with or without kanamycin 50 mg/l. SALK_064816C mutants served as controls as they carry a T-DNA insertion that does not disrupt a gene. The T-DNA insertion is located in the vicinity of the TRANSPARENT TESTA 4 gene, 260 bp upstream of the start codon and the mutants have no visible phenotype. After stratification (3 days at 4°C), plates were transferred to a controlled-environment cabinet (23°C, 16 h light; 18°C, 8 h dark) and plant material was harvested and flash frozen 5 days later.

#### Library Preparation

Total RNA was extracted using a Plant RNeasy Mini Kit (Qiagen) and poly(A) mRNA isolated using oligo(dT) DynaBeads (Life Technologies). Messenger RNA fragmentation and RNA-seq library generation was according to [13]. Briefly, after alkaline fragmentation of mRNA, ∼25–45 mer fragments were gel purified on a 10% denaturing polyacrylamide-urea gel. After 3′-dephosphorylation with polynucleotide kinase (PNK, New England Biolabs) a 3′ adaptor was ligated to the fragments. Following a second gel purification step, the fragments were 5′phosphorylated with PNK and the 5′ adapter ligated. Each library was then amplified for 21 cycles and gel purified on a 90% formamide, 8% acrylamide denaturing gel. Four libraries, one per treatment condition were submitted for single-end sequencing on the Illumina GAII high throughput sequencing platform.

#### Analysis pipeline

Sequence analysis was carried out in the iPlant Collaborative Discovery Environment (www.iplantcollaborative.org). Reads were processed with FASTX clipper (version 0.0.6) to remove adapter sequences and keep sequences of 36 mer. Processed reads were aligned to the *Arabidopsis* thaliana reference genome (TAIR10) using TopHat2 (version 2.0.5) [14], [15]. The minimum read length was set to 18 and up to 2 mismatches were tolerated. Mapped reads were assembled and merged using Cufflinks (version 2.0.2) and Cuffmerge (version 2.0.2) respectively [16]. Transcript abundance and differential expression was analyzed using Cuffdiff (version 1.3.0) [16] whenever a minimum of 10 reads were available. Differential gene expression across samples was deemed significant when expression differences reached 2 fold and p<0.001. Gene descriptions and GO classifications were obtained from The Arabidopsis Information Resource (TAIR). The Functional Classification SuperViewer tool (http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi) was used to identify gene groups that were significantly over-represented under each treatment condition compared with their relative amount in the whole genome. GO Classifications were further mined for the words photosynthesis, oxidoreduction, electron carrier and various metals to identify specific transcripts among those that were differentially expressed.

### Real-Time PCR

Two sets of Real-Time PCR assays were performed. To validate the RNA-seq results, a set of 11 genes were randomly selected among those with the GO classifications of interest as listed in **Tables 1** **–** **6**. The second set of genes consisted of a panel of 5 iron homeostasis genes. Both sets of genes are listed in **Table S1**. To perform Real-Time PCRs, homozygous *wbc19* mutants (SALK_107731) and controls (SALK_064816C) seedlings were grown with or without kanamycin as above, RNA was extracted using the Plant RNeasy Mini Kit (Qiagen) and treated with DNAseI (Life Technologies). The cDNA was then synthesized using the SuperScript VILO cDNA synthesis kit (Life Technologies). Samples were diluted 200 fold before use for real-time assays. The TaqMan Universal Master Mix II with Uracil-N-Glycosylase (Life Technologies) was used along with predesigned TaqMan Assays (Life Technologies) as listed in **Table S1**. All selected assays featured probes that span exons. Target genes were FAM labeled whereas the control RAD23C was labeled with VIC for use in multiplex reactions. For each gene, Real-Time PCR assays were performed with samples representing all 4 experimental conditions and included 4 biological replicates and 3 technical replicates. Data was analyzed using the Pfaffl method [18]; comparisons between experimental conditions were carried out using a Student T-test and deemed significant when P<0.05.

**Table 1:** Differentially expressed transcripts encoding for proteins involved in photosynthesis and oxidoreduction upon seedling germination on kanamycin containing media.

GO ID	Description	Gene ID	Description	control rpkm	Control + kan rpkm	log2 (fold change)
GO:0015979	photosynthesis	AT2G46820	PHOTOSYSTEM I P SUBUNIT (PSI-P)	339.20	732.37	1.11
GO:0015979	photosynthesis	AT1G29920	CHLOROPHYLL A/B-BINDING PROTEIN 2(CAB2) (LHCB1.1)	122.61	979.94	2.99
GO:0016491	oxidoreductase activity	AT5G08740	NAD(P)H dehydrogenase C1 (NDC1)	22.47	0.34	−6.01
GO:0016491	oxidoreductase activity	AT4G32360	Mitochondrial Ferredoxin reductase(AtMFDR)	0.63	24.83	5.29
GO:0016491	oxidoreductase activity	AT2G40370	LACCASE 5 (LAC5) *	0.81	28.42	5.12
GO:0016491	oxidoreductase activity	AT5G66920	SKU5 similar 17 (sks17) *	4.21	75.98	4.17
GO:0016491	oxidoreductase activity	AT2G37240	Thioredoxin superfamily protein	25.53	0.57	−5.48
GO:0015035	protein disulfideoxidoreductaseactivity	AT5G18600	Thioredoxin superfamily protein	18.50	207.63	3.48

The terms photosynthesis and oxidoreduction were searched in the GO IDs associated with genes differentially expressed when comparing transcripts from control seedlings germinating on MS media to transcripts from control seedlings germinating on MS media with 50 mg/l kanamycin (minimum 2 fold difference in expression, P<0.001). * denotes genes also identified as encoding for metal binding proteins in **Table 2**.

**Table 2:** Transcripts encoding for metal binding proteins differentially expressed upon seedling germination on kanamycin containing media.

GO ID	Description	GeneID	Description	controlrpkm	control +kan rpkm	log2 (foldchange)
GO:0008270	zinc ionbinding	AT2G29580	MOS4-ASSOCIATEDCOMPLEX SUBUNIT5B (MAC5B)	31.66	0.35	−6.49
GO:0008270	zinc ionbinding	AT1G09920	TRAF-type zincfinger protein	2.57	100.45	5.28
GO:0004222	Metalloendopeptidase	AT5G65620	Zincin-likemetalloprotease	20.76	0.25	−6.32
GO:0005507	copper ionbinding	AT2G36950	Heavy metaltransport/detoxificationsuperfamilyprotein	24.80	0.37	−6.05
GO:0005507	copper ionbinding	AT4G33680	L,L-diaminopimelateaminotransferase	54.00	1.29	−5.37
GO:0005507	copper ionbinding	AT5G66920	SKU5 SIMILAR17 (sks17) *	4.21	75.98	4.17
GO:0005507	copper ionbinding	AT2G40370	LACCASE5 (LAC5) *	0.81	28.42	5.12
GO:0005507	copper ionbinding	AT5G55200	MITOCHONDRIALGRPE 1 (MGE1)	1.03	71.28	6.10
GO:0015095	magnesium iontransmembranetransporteractivity	AT3G19640	MAGNESIUMTRANSPORTER4 (MGT4)	0.70	28.06	5.32
GO:0030151	molybdenum ionbinding	AT1G30910	Molybdenumcofactor sulfurasefamily protein	1.17	53.01	5.49

The terms metal, iron, zinc, copper, manganese, magnesium, cobalt, molybdenum etc were searched in the GO terms associated with genes differentially expressed when comparing transcripts from control seedlings germinating on MS media to transcripts from control seedlings germinating on MS media with 50 mg/l kanamycin (minimum 2 fold difference in expression, P<0.001). * denotes genes also identified as encoding for oxidoreductases in **Table 1** **.**

**Table 3:** Transcripts encoding for proteins involved in photosynthesis and oxidoreduction differentially expressed in *wbc19* mutant seedlings.

GOID	Description	GeneID	Description	controlrpkm	mutantrpkm	log2 (foldchange)
GO:0015979	photosynthesis	AT1G76450	Photosystem IIreaction centerPsbP family protein	50.43	0.83	−5.92
GO:0015979	photosynthesis	AT3G05410	Photosystem IIreaction center PsbPfamily protein	1.29	128.25	6.63
GO:0015979	photosynthesis	AT3G53920	RNAPOLYMERASESIGMA-SUBUNIT C(SIGC)	3.54	82.28	4.54
GO:0015979	photosynthesis	AT2G18790	PHYTOCHROME B (PHYB)	14.70	0.19	−6.27
GO:0009055	electron carrieractivity	AT2G27510	FERREDOXIN3 (FD3) *	75.02	1.11	−6.08
GO:0016491	oxidoreductaseactivity	AT1G34200	Glyceraldehyde-3-phosphate dehydrogenase-like family protein	0.83	85.45	6.68
GO:0015035	protein disulfideoxidoreductaseactivity	AT2G32920	ARABIDOPSISTHALIANA PROTEINDISULFIDE ISOMERASE9 (ATPDI9)	30.76	0.48	−6.02
GO:0016705	oxidoreductase activity,acting on paired donors,with incorporationor reduction ofmolecularoxygen	AT3G14650	CYTOCHROME P450,FAMILY 72, SUBFAMILYA, POLYPEPTIDE 11”(CYP72A11) *	19.93	0.36	−5.77

The terms photosynthesis, oxidoreduction and electron carrier were searched in the GO associated with genes differentially expressed when comparing transcripts from control seedlings to transcripts from *wbc19* mutant seedlings germinating on MS media (minimum 2 fold difference in expression; P<0.001). * denotes genes also identified as encoding for metal binding proteins in **Table 4** **.**

**Table 4:** Transcripts encoding for metal binding proteins differentially expressed in *wbc19* mutant seedlings.

GOID	Description	GeneID	Description	controlrpkm	mutantrpkm	log2 (foldchange)
GO:0008270	zinc ionbinding	AT5G59820	RESPONSIVE TOHIGH LIGHT 41(RHL41)	6.28	197.89	4.98
GO:0008270	zinc ionbinding	AT4G21350	PLANT U-BOX8 (PUB8)	2.23	110.71	5.63
GO:0008270	zinc ionbinding	AT5G01450	RING/U-boxsuperfamily protein	0.71	45.47	6.00
GO:0008270	zinc ionbinding	AT1G68190	B-box zinc fingerfamily protein	1.00	107.51	6.74
GO:0008270	zinc ionbinding	AT3G46090	C2H2-type zinc fingerprotein ZAT7	1.88	211.01	6.81
GO:0006829	zinc iontransport	AT3G12750	ZINC TRANSPORTER1 PRECURSOR (ZIP1)	0.91	100.73	6.79
GO:0005506	iron ionbinding	AT3G14650	CYTOCHROME P450,FAMILY 72, SUBFAMILYA, POLYPEPTIDE 11 (CYP72A11) *	19.93	0.36	−5.77
GO:0051536	iron-sulfurclusterbinding	AT2G27510	FERREDOXIN 3(FD3) *	75.02	1.10	−6.08

The terms metal, iron, zinc, copper, manganese, magnesium, cobalt, molybdenum etc were searched in the GO terms associated with genes differentially expressed when comparing transcripts from control seedlings to transcripts from *wbc19* mutant seedlings germinating on MS media (minimum 2 fold difference in expression; P<0.001). * denotes genes also identified as encoding for oxidoreductases in **Table 3** **.**

**Table 5:** Transcripts encoding for proteins involved in photosynthesis and oxidoreduction differentially expressed when comparing control and *wbc19* mutant seedlings geminating on MS media with 50 mg/l kanamycin.

GOID	Description	GeneID	Description	Control+ kanrpkm	Mutant+ kanrpkm	log2 (foldchange)
GO:0015979	photosynthesis	AT1G29920	CHLOROPHYLLA/B-BINDINGPROTEIN 2 (CAB2)(LHCB1.1)	979.95	0.01	−16.58
GO:0015979	photosynthesis	ATCG00270	PHOTOSYSTEM IIREACTION CENTERPROTEIN D (PSBD)	1000.97	334.95	−1.58
GO:0015979	photosynthesis	AT1G74880	NADH DEHYDROGENASE-LIKE COMPLEX)(NdhO)	5.85	113.43	4.28
GO:0009055	electron carrieractivity	AT5G49730	FERRIC REDUCTIONOXIDASE 6 (FRO6)	7.18	75.65	3.40
GO:0009055	electron carrieractivity	AT5G08740	NAD(P)H DEHYDROGENASEC1 (NDC1)	0.35	16.69	5.58
GO:0009055	electron carrieractivity	AT1G06820	CAROTENOID ISOMERASE(CRTISO)	1.34	36.41	4.76
GO:0009055	electron carrieractivity	AT1G64640	EARLY NODULIN-LIKEPROTEIN 8 (ENODL8)	97.44	2.04	−5.58
GO:0009055	electron carrieractivity	AT2G47470	UNFERTILIZED EMBRYOSAC 5 (UNE5)	6.31	85.77	3.77
GO:0016491	oxidoreductaseactivity	AT2G37240	Thioredoxin superfamilyprotein	0.57	28.75	5.65
GO:0016616	oxidoreductase activity,acting on the CH-OHgroup of donors, NADor NADP as acceptor	AT4G29010	ABNORMAL INFLORESCENCEMERISTEM (AIM1)	7.05	61.77	3.13
GO:0016627	oxidoreductase activity,acting on the CH-CHgroup of donors	AT5G65110	ACYL-COA OXIDASE 2(ACX2)	1.49	36.79	4.62
GO:0016639	oxidoreductase activity,acting on the CH-NH2group of donors,NAD or NADPas acceptor	AT5G07440	GLUTAMATEDEHYDROGENASE 2(GDH2)	147.51	39.11	−1.92

The terms photosynthesis, oxidoreduction and electron carrier were searched in the GO IDs associated with genes differentially expressed when comparing transcripts from control and *wbc19* mutant seedlings germinating on MS media with 50 mg/l of kanamycin (minimum 2 fold difference in expression; P<0.001).

**Table 6:** Transcripts encoding for metal binding proteins differentially expressed when comparing control and *wbc19* mutant seedlings geminating on MS media with 50 m/l kanamycin.

GO ID	Description	GeneID	Description	control+ kanrpkm	Mutant+ kanrpkm	log2 (foldchange)
GO:0000041	transition metalion transport	AT2G36290	alpha/beta-Hydrolasessuperfamily protein	49.93	0.94	−5.73
GO:0005506	iron ion binding	AT5G49730	FERRIC REDUCTIONOXIDASE 6 (FRO6)	7.18	75.65	3.4
GO:0071281	cellular responseto iron ion	AT5G04950	NICOTIANAMINESYNTHASE 1 (NAS1)	46.06	1.24	−5.22
GO:0005507	copper ionbinding	AT2G36950	Heavy metal transport/detoxification superfamily	0.37	17.67	5.56
GO:0005507	copper ionbinding	AT5G07440	GLUTAMATEDEHYDROGENASE 2(GDH2)	147.51	39.11	−1.92
GO:0005507	copper ionbinding	AT5G55200	MITOCHONDRIALGRPE 1 (MGE1)	71.29	2.15	−5.05
GO:0008270	zinc ionbinding	AT1G76950	(PRAF1)	31.11	2.03	−3.94
GO:0008270	zinc ionbinding	AT3G42790	ALFIN-LIKE 3(AL3)	45.02	1.18	−5.26
GO:0008270	zinc ionbinding	AT3G43240	ARID/BRIGHT DNA-binding domain-containingprotein	0.25	13.69	5.78
GO:0008270	zinc ionbinding	AT5G48250	B-box type zinc fingerprotein with CCT domain	33.25	0.77	−5.44
GO:0004222	metalloendopeptidaseactivity	AT5G65620	Zincin-like metalloproteasesfamily protein	0.26	35.28	7.09
GO:0008237	metallopeptidaseactivity	AT4G20070	ALLANTOATEAMIDOHYDROLASE(AAH)	0.35	19.08	5.77
GO:0015095	magnesiumion transmembranetransporter activity	AT3G19640	MAGNESIUMTRANSPORTER4 (MGT4)	28.06	0.72	−5.29
GO:0070838	divalent metalion transport	AT4G23890	NADH DEHYDROGENASE-LIKE COMPLEX S(NdhS)	45.4	1.21	−5.23
GO:0051539	4 iron, 4 sulfurcluster binding	AT5G04560	DEMETER(DME)	22.58	1.34	−4.08
GO:0016226	iron-sulfurcluster assembly	AT1G14030	LYSINE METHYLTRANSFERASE(LSMT)-LIKE (LSMT-L)	51.02	1.57	−5.03
GO:0030145	manganeseion binding	AT4G29490	Metallopeptidase M24family protein	54.69	1.56	−5.13
GO:0046872	metal ionbinding	AT1G65290	MITOCHONDRIAL ACYLCARRIER PROTEIN 2 (mtACP2)	2.01	90.61	5.49
GO:0046872	metal ionbinding	AT4G00900	ER-TYPE CA2+-ATPASE2 (ECA2)	21.46	0.4	−5.75
GO:0010038	response tometal ion	AT5G26240	CHLORIDE CHANNELD (CLC-D)	0.25	19.85	6.34

### Metal Analysis

To evaluate the effect of kanamycin, 5 day old seedlings from homozygous *wbc19* mutants (SALK_107731) and controls (SALK_064816C) were grown on media with or without kanamycin 50 mg/l as above. Seedlings were collected from plates and rinsed 3 times with 18 mΩ distilled water and dried for 2 d at 70°C. The plant material was weighed before shipping to the Lab for Environmental Analysis at the University of Georgia, Athens (UGA) where samples were digested with nitric acid before metal analysis by Inductively Coupled Plasma- Mass Spectrometry (ICP-MS) for Fe, Zn, Mn and Cu. For each treatment condition, metal content was analyzed using 3 biological replicates.

### Expression pattern of WBC19

The promoter region of WBC19 (2130 bp upstream of the start codon) was amplified from genomic DNA extracts of WT Arabidopsis plants using the forward 5′ CACCTTTGGGACCCCCAAAATCTC 3′ and reverse 5′ TCCCGGACGGCGTCGTTTAGA 3′ primers. The resulting fragment was cloned in the pENTR-D-TOPO vector (LifeTechnologies) and checked by restriction digestion. It was subsequently recombined with the pMDC162 vector designed for the expression of promoter-β-glucuronidase (GUS) fusions [19] and again checked by restriction digestion.

WT Arabidopsis plants were transformed with *Agrobacterium tumefaciens* strain GV3850 containing the construct using the floral dip method [20]. Seven transgenic plants were recovered and grown to maturity. Seeds were collected, sterilized and germinated on MS media and plants were transferred to soil after 2 weeks. Plant material was collected throughout development, fixed in 90% cold acetone for 20 minutes on ice and stained for histochemical localization of GUS activity [21].

### Accession number

The RNA-seq data used in this study is available in the Gene Expression Omnibus(GEO) database under accession number GSE58662.

## Results

RNA-seq analysis was conducted to capture the effect of kanamycin on *Arabidopsis* seedlings and examine how the response was modulated by WBC19. Control and *wbc19* mutant seedlings were grown with or without 50 mg/l kanamycin. 

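RNA was taken from 5-day-old seedlings of the control line and of the wbc19 mutant line, with no kanamycin or with 50 mg/l. Each of the 4 conditions gave 1 library, so no difference between conditions has a replicate check, and values from one library carry no error between plants. Poly(A) RNA was selected, fragmented to short pieces, amplified by PCR without molecular identifiers and sequenced from one end. The authors aligned the reads to TAIR10 with TopHat2 2.0.5, assembled them with Cufflinks 2.0.2 and compared libraries with Cuffdiff 1.3.0. Their deposited table gives the abundance of each gene per library under the header rpkm. It is treated here as FPKM, which is relative to transcript length and to the number of mapped reads. From these values, differences were computed as log2 ratios of FPKM plus a pseudocount of 1, which understates the difference for genes of low abundance. A gene is named as called where the authors' deposited table tests it and gives at least a 2-fold difference with p under 0.001. The p and q values are the authors', and with 1 library per condition they compare those libraries, not the conditions. In addition, 30 gene lists were fixed before the data were examined, apart from values that the paper prints. Some lists hold genes that the paper names from these libraries, such as PTAC6, RHL41 and AtMFDR, so those lists are not independent of the data. For each list, the median log2 difference of members with a mean of at least 1 FPKM over the 4 libraries was ranked among 10000 random lists of the same size and similar mean FPKM. Its percentile describes these libraries only. Scaling the libraries by their upper quartiles would move the log2 difference of an abundant gene by −0.33 in control + kanamycin against control, −0.24 in wbc19 mutant against control, 0.32 in wbc19 mutant + kanamycin against control + kanamycin and 0.23 in wbc19 mutant + kanamycin against wbc19 mutant, and list medians with it. Of the 120 pairs of list and comparison, 12 lay below percentile 2.5 or above 97.5, where 6 are expected by chance. At the share of unshifted lists outside in simulated differences, drawn independently for each gene, 7.8 would lie outside. Neither number allows for genes of a list that vary together, or for members that the paper chose from these libraries. The 12 come from 8 lists, and 4 of these lists lay outside in 2 comparisons that share a library, in opposite directions, so such pairs are not independent.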

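WBC19, the ABC transporter gene for which the mutant is named (AT3G55130, chromosome 3, 20433878 to 20436390 in TAIR10), was listed at 0 FPKM in the library labelled control and in that labelled control + kanamycin. It was at 3.00 FPKM in the library labelled wbc19 mutant and 2.30 FPKM in that labelled wbc19 mutant + kanamycin. These levels come to about 10 and 4 reads, with exact 95% Poisson intervals of 1.5 to 5.74 and 0.587 to 5.51 FPKM. The listing at 0 allows 1.54 FPKM in the library labelled control and 0.794 FPKM in that labelled control + kanamycin, the level of 3 reads. The upper ends of their exact 95% Poisson intervals are 1.89 and 0.976 FPKM. Intervals and limits cover counting error only. In the authors' deposited table WBC19 is not tested in any comparison. Because this direction goes against the label of a knockout, libraries are named by their labels throughout. The direction rests on few reads, and whether counting error explains it over the 4 libraries together was not tested. A transcript cut by the T-DNA may also give reads, which was not tested. Of 11 genes that the paper measured by Real-Time PCR in the mutant against the control, 7 ran in the same direction between the libraries so labelled and 4 in the opposite direction. All 5 with a significant difference in the paper's assay, LAC5, FD3, PHYB, AT1G76450 and FRO6, are among the 7, and none of the 4 (PSI-P, CAB2, MGT4 and mtACP2) has one. With kanamycin, the 5 genes with a significant difference between the lines, LAC5, MGT4, FD3, FRO6 and NAS1, ran in the same direction as well, and the 3 that ran in the opposite one have no significant difference. In the paper's second Real-Time PCR set, of iron genes, 6 more pairs of gene and comparison are significant. YSL1 and IREG1 with kanamycin and YSL3 without it ran as labelled, and IRT1 and FRD3 with kanamycin and IREG1 without it ran the other way. The YSL3 difference is taken from the paper's figure and is not stated in its text. In the libraries YSL3 was at 9.47 FPKM in control and 8.30 FPKM in wbc19 mutant. The mutant + kanamycin is set here against control + kanamycin, although the paper names no reference for it in that set. LAC5 and IREG1 without kanamycin rest on about 1 read in the library labelled control. These assays do not settle the labels. The paper places NPTII in the T-DNA of both lines.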

The *wbc19* mutants used were T-DNA insertional knockouts in which the bacterial kanamycin resistance gene, neomycin phosphotransferase type II (NPTII) is expressed at a relatively high level [9]. Yet, because of the disruption of *wbc19* they are sensitive to kanamycin at 50 mg/l. To compensate for the confounding effect that might be added by the NPTII gene, a line with an insertion of the same T-DNA, but where no gene is disrupted was used as control. This line and all other T-DNA insertional mutants from the same collection we have tested are resistant to kanamycin 50 mg/l. In this experiment, all seedlings developed long roots in the absence of kanamycin, but in the presence of kanamycin, *wbc19* mutants exhibited their characteristic stunted root growth, although their leaves remained green.

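The smallest FPKM values of a library are close to steps of 1 read, and these steps show its depth. One read in a transcript of 1000 bases was worth about 1.24 FPKM in the library labelled control, 0.639 FPKM in control + kanamycin, 0.754 FPKM in wbc19 mutant and 1.30 FPKM in wbc19 mutant + kanamycin, and the smaller the step, the more reads stand behind the FPKM. The steps are not exact, since 72.7 to 80.4% of values of 0.5 to 2.5 reads lay within 0.2 of a whole number, so read numbers are estimates. The paper's Table S2 gives 1624698 to 3167461 mapped reads per library and 69.3 to 82.5% of reads mapped, without naming the condition of each library. In that table the 2 libraries with the most mapped reads had 69.3 and 69.8% of reads mapped and the other 2 had 82.1 and 82.5%. The steps correspond to 768993 to 1565370 reads per library, and over the 4 libraries to 0.483 times the mapped reads of Table S2. The cause of this gap was not tested, so a value given as about 1 read may stand for about 2 mapped reads, and other read numbers would rise alike. Genes above 0 numbered 15072 in the library labelled control and 13217 in wbc19 mutant + kanamycin, against 11090 in control + kanamycin and 9013 in wbc19 mutant, although the latter pair had more reads. Of 905 single-transcript genes with an estimated 20 to 40 reads in the library labelled control, 101 (11.2%) were listed at 0 in control + kanamycin, 173 (19.1%) in wbc19 mutant and 36 (3.98%) in wbc19 mutant + kanamycin.

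**Figure D1:**
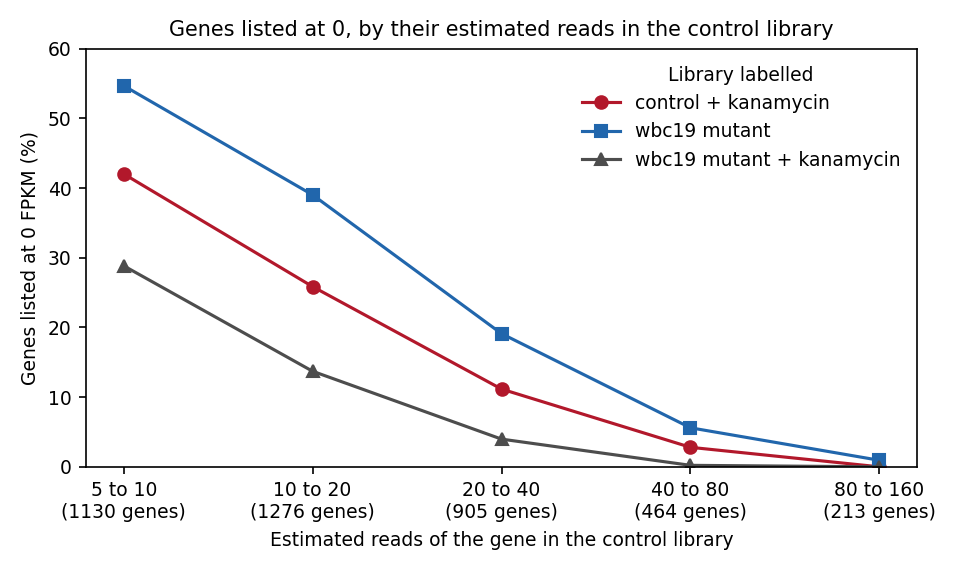
Percent of genes listed at 0 FPKM (vertical axis) in the libraries labelled control + kanamycin (circles), wbc19 mutant (squares) and wbc19 mutant + kanamycin (triangles), for single-transcript genes grouped by their estimated number of reads in the library labelled control (horizontal axis, with the number of genes per group). At 5 to 10 reads, 42.0%, 54.7% and 28.8% of 1130 genes were listed at 0, and at 40 to 80 reads 2.80%, 5.60% and 0.216% of 464 genes.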

Sequencing libraries were prepared from the seedlings and resulted in an average of 2.3 million reads per library uniquely mapping to the *Arabidopsis* genome (**Table S2**). The differential expression of genes was analyzed using Cuffdiff and deemed significant when p<0.001 and two fold differences were observed. To validate the RNA-seq results, 11 genes were randomly selected among those with a GO classification of interest as listed in Tables 1–6. Their transcript levels were examined by Real-Time PCR under all 4 experimental conditions and 3 sets of comparisons were made (control vs. control + kanamycin; control vs. mutant; control + kanamycin vs. mutant + kanamycin). The overlap between the 3 sets of comparisons from Real-Time data and RNA-seq data was examined. For the total of 30 comparisons where statistical significance could be assessed, a good overlap between Real-Time results and RNA-seq results was observed. 

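The 11 genes of the Real-Time PCR set form 33 pairs of gene and comparison, of which the authors' deposited table tests 30. Of these, 13 are called in the RNA-seq, and all 13 ran in the same direction in both assays. FD3, a ferredoxin, had a log2 difference of −5.17 between the libraries labelled wbc19 mutant and control, and the paper's Real-Time PCR value is −0.53. For FRO6, a ferric reductase, the difference between the libraries labelled wbc19 mutant + kanamycin and control + kanamycin was 3.23, beside 2.00 in the paper's Real-Time PCR. The called pairs without a significant Real-Time PCR difference in the paper are mtACP2 (log2 difference 4.93 in the libraries, 0.15 in the paper's assay) and CAB2 (listed at 0 in the library labelled wbc19 mutant + kanamycin, −0.25 in the paper's assay), both in mutant + kanamycin against control + kanamycin. CAB2 stands here for the assembled entry of the authors' deposited table that the paper's Table 5 uses. The Real-Time PCR values are log2 ratios computed from the paper's means.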

For the 13 instances where significant differences were found in the RNA-seq experiment, 11 (84.6%) were also found to be differentially expressed in the Real-Time PCR assays (**File S1**). Thus the false positive discovery rate was at 15.4%. 

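Of the 17 pairs that the authors tested in the RNA-seq without calling them, 3 differ significantly in the paper's Real-Time PCR, and these 3 ran in the same direction in both assays. They are FD3 in mutant + kanamycin against control + kanamycin (log2 difference −1.56 between the libraries, −1.20 in the paper's assay), LAC5 in the same comparison (−1.31 in the paper's assay) and FRO6 in mutant against control (1.28 and 0.63). LAC5, a laccase, was listed at 0 in the library labelled wbc19 mutant + kanamycin. Over all 33 pairs, 20 ran in the same direction and 13 in the opposite one. Among the latter, PSI-P was higher by 1.33 on the log2 scale in the library labelled wbc19 mutant than in control, and the paper's Real-Time PCR value is −0.23.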

Among the 17 comparisons that were found non-significant in the RNA-seq experiment, 14 (82.3%) remained non-significant when Real-Time PCR assays were done. Thus the false negative rate is estimated at 17.6%. Overall the Real-Time PCR results validate the RNA-seq data although the amplitude of the observed differences were more modest. 

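Among the 13 called pairs the median size of the log2 difference was 4.08 between the libraries and 0.48 in the paper's Real-Time PCR. For AtMFDR, the mitochondrial ferredoxin reductase, the values were 3.99 and 0.32 in control + kanamycin against control. PHYB, which encodes the photoreceptor phytochrome B, had −3.72 and −0.40 in mutant against control. PSI-P, also called, had 1.11 between the libraries labelled control + kanamycin and control and 0.42 in the paper's assay. In both libraries PSI-P was well above the level of single reads.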

For Real-Time PCR assays, the highest fold difference was observed for FERRIC REDUCTION OXIDASE 6 (FRO6) where five times more transcripts are expressed in the mutant seedlings exposed to kanamycin compared to the control.

### Transcriptional response of control Arabidopsis seedlings to kanamycin

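Genes called higher with kanamycin in the control line came largely from transcripts near the limit of detection in the library labelled control. MGE1, a co-chaperone of mitochondria, was at 1.04 FPKM there and 71.3 FPKM in the library labelled control + kanamycin. SKS17, of the multicopper oxidase family, was at 4.21 and 76.0 FPKM. Among genes called lower, MAC5B, which encodes an RNA-binding zinc finger protein, was at 31.7 and 0.352 FPKM. The authors' deposited table calls 116 of 8571 tested genes, 88 higher and 28 lower, and 42 of the 116 have q under 0.05. Of the 87 called higher with a known length, 56 had an estimated 3 reads or fewer in the library labelled control. The median FPKM of the called genes was 1.34 in their lower library and 56.5 in their higher one, and 72 of the 115 with a known length had an estimated 3 reads or fewer in the lower library. By the rule of size alone, 5603 of 9761 genes with a mean of at least 5 FPKM were at least 2-fold apart, 2597 higher and 3006 lower. The balance of directions depends on scale and abundance, with 2121 higher and 3464 lower after scaling by the upper quartiles and 901 higher and 817 lower with a mean of at least 20 FPKM. In libraries simulated over 9239 genes with counting error alone, 4.48% of unchanged genes passed this rule, a share that does not cover differences between separate libraries. The 14 reference genes, such as UBQ10 and EF1A, had a median log2 difference of −0.32 (percentile 15.6), and 14 markers of root cells had −1.23 (percentile 5.61, with −0.57 for a pseudocount of 5 and −2.73 for 0.1), with 8 at least 2-fold lower and 0 higher.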

Although control plants exposed to kanamycin were visually asymptomatic, a total of 116 genes were differentially regulated, of which 88 were upregulated and 28 were downregulated (**File S2**). Examination of over-represented categories (**Figure S1**) indicated that photosynthesis light reaction components were more frequent among the differentially regulated transcripts than might be expected by chance. 

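Nuclear genes of the light reactions as groups lay close together in the libraries labelled control + kanamycin and control. Of 13 photosystem I subunits 1 was at least 2-fold higher with kanamycin and none lower, and of 15 photosystem II subunits none was 2-fold apart. PSBP1, of the oxygen-evolving complex, was at 1309 FPKM without and 1733 FPKM with kanamycin. Of 21 light-harvesting proteins 2 were at least 2-fold higher and 2 lower, and LHCA3 was at 1227 and 1873 FPKM. The medians were 0.31, 0.15 and 0.24 (percentiles 77.9, 66.2 and 78.0), and −0.01, −0.16 and −0.09 when the libraries were scaled by their upper quartiles. Of 40 photosynthesis genes encoded in the plastid 8 were higher and 14 lower, with a median of −0.22 (percentile 5.92), or −0.55 scaled by upper quartiles. None of the 17 Calvin cycle genes was 2-fold apart, and their median was −0.26 (percentile 10.2), or −0.59 scaled by upper quartiles. Chlorophyll biosynthesis had 3 of 17 genes higher and 2 lower, with CHLM at 26.3 and 93.9 FPKM. Since poly(A) RNA was selected, plastid transcripts, which seldom carry poly(A) tails, were measured from what remained.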

Further detailed analysis of the GO classification of differentially expressed genes allowed us to identify three overlapping sets of transcripts, given our interest in metal homeostasis. The first set is represented by genes with a direct or indirect role in photosynthesis. For example, increased transcripts of the P subunit of photosystem I (PSI-P) and that of the chlorophyll a/b-binding protein 2 (CAB2), a component of the light harvesting complex associated with photosystem II (PSII) denote changes taking place in both photosystems (**Table 1**). 

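PSI-P (AT2G46820, chromosome 2, 19243496 to 19245141) was at 339 FPKM in the library labelled control and 732 FPKM in control + kanamycin, and the authors' deposited table gives p = 0.000886 and q = 0.0680. CAB2 (AT1G29920) appears in the authors' deposited table in 2 entries over the same locus (chromosome 1, 10472278 to 10475959). The entry used in the paper's Table 1, an assembled transcript, was at 123 FPKM without and 980 FPKM with kanamycin (p = 5.42e-07, q = 0.00232 in the authors' deposited table). The entry named for the annotated gene was at 1511 and 1782 FPKM and is not called (p = 0.362 in the authors' deposited table), and its order is the reverse when the libraries are scaled by their upper quartiles. The 5 LHCB1 genes are near-identical copies that can share short reads, so the levels of single members are uncertain. Summed over these 5 genes, FPKM was 8958 in the library labelled control and 11481 in control + kanamycin.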

The upregulation of both transcripts was confirmed in Real-Time PCR assays. These changes are accompanied by the upregulation of ALBINO3 which is essential for the efficient assembly of photosystem II [22] as well as DEGP PROTEASE 7 (DegP7) which is involved in the repair of photodamaged PSII via cleavage of its D1 protein [23]. In addition the differential regulation of a number of plastid genes involved in transcription and translation (plastid transcriptionally active 6, Ts translation elongation factor, chloroplastic ribosomal protein L9) further highlight changes taking place in plastids.

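ALBINO3, which inserts proteins into the thylakoid membrane (AT2G28800, chromosome 2, 12356364 to 12359252), was at 74.7 FPKM in the library labelled control and 266 FPKM in control + kanamycin. It rests on an estimated 118 and 810 reads, and the authors' deposited table gives p = 0.000326 and q = 0.0516. DegP7 (AT3G03380, chromosome 3, 799615 to 808522) was at 7.01 and 57.6 FPKM, from about 20 and 319 reads (p = 0.000786, q = 0.0665 in the authors' deposited table). Both genes were above 3 reads in each library.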

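PTAC6, a component of the plastid transcription complex (AT1G21600, chromosome 1, 7570886 to 7573846), was at 52.8 FPKM in the library labelled control and 2.07 FPKM in control + kanamycin. EF-Ts, the plastid translation elongation factor (AT4G29060, chromosome 4, 14304921 to 14321567), was at 140 and 8.66 FPKM. Both are called lower, with p = 0.000623 and 1.14e-06 in the authors' deposited table. A gene of the ribosomal protein L9 family, AT5G53070, is called higher (p = 0.000675 in the authors' deposited table) at 1.28 and 49.5 FPKM. The gene annotated as plastid ribosomal protein L9, AT3G44890, is not called, at 137 and 108 FPKM. As a group, nuclear genes of plastid transcription were lower with kanamycin, with 8 of 15 at least 2-fold lower and 4 higher (median −1.21, percentile 1.90). SIG2, a sigma factor, was at 39.7 and 14.6 FPKM, while PTAC7 was at 84.4 and 180 FPKM. PTAC6 and EF-Ts, which the paper chose from these libraries, are among the 15. Of 31 nuclear genes of plastid ribosomal proteins 1 was 2-fold lower and none higher (median −0.05, percentile 27.1). Of 20 plastid-encoded genes of the expression machinery 5 were higher and 7 lower (median −0.28, percentile 9.45).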

A second set of transcripts is represented by redox enzymes. Two enzymes enabling the exchange of electrons with ferredoxins were differentially regulated. The mitochondrial ferredoxin reductase (AtMFDR) was found to be upregulated which was confirmed in Real-Time PCR assays. 

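AtMFDR (AT4G32360, chromosome 4, 15621301 to 15624923) was at 0.631 FPKM in the library labelled control, from about 1 read, and at 24.8 FPKM in control + kanamycin, from about 82 reads. The authors' deposited table gives p = 0.000657 and q = 0.0598. It was listed at 0 in the libraries labelled wbc19 mutant and wbc19 mutant + kanamycin. Of 12 genes of iron-sulfur cluster assembly 2 were at least 2-fold higher with kanamycin and 3 lower (median −0.36, percentile 19.8). SUFA, a plastid scaffold protein, was at 65.4 and 7.54 FPKM, and ISU1, a scaffold protein of mitochondria, at 60.8 and 102 FPKM. Neither is called.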

AtMFDR enables the transfer of electron from NADP(H) to ferredoxin most likely for Fe-S cluster assembly and biotin synthesis in the mitochondria [24], [25]. On the other hand, NAD(P)H dehydrogenase C1(NDC1) was downregulated. 

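NDC1 (AT5G08740, chromosome 5, 2848506 to 2851428) was at 22.5 FPKM in the library labelled control and 0.349 FPKM in control + kanamycin, from about 36 reads and 1 read. The authors' deposited table gives p = 0.000204 and q = 0.0419. Among 16 ferredoxins, ferredoxin reductases and alternative dehydrogenases, 5 were at least 2-fold higher and 3 lower (median −0.07, percentile 50.9, and a median of −0.46 over members with a mean of at least 5 FPKM). The leaf ferredoxin FD2 was at 567 and 693 FPKM, and the leaf ferredoxin reductases FNR1 and FNR2 at 374 and 261 and at 275 and 175 FPKM. NDC1 and AtMFDR are the called members of this list, which also holds both because the paper names them.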

NDC1 can localize to both mitochondria and chloroplasts [26], [27], [28] and was shown to reduce the pool of plastoquinone (PQ) in plastoglobules, thereby playing a role in the synthesis of prenylquinones such as vitamin K1 [29]. These changes suggest the presence of alternative pathways of electron flow as these enzymes were shown to have variable metabolic roles. More specifically, biosynthetic pathways in the chloroplast appear to be reduced while biosynthetic pathways in the mitochondria especially Fe-S cluster containing proteins are promoted. Taken together these changes likely reflect an adaptation of the photosynthetic apparatus and metabolic fluxes upon plant exposure to kanamycin.

A third set of differentially expressed genes encode for metal binding proteins (**Table 2**). Among these, the best characterized gene is the Magnesium transporter MGT4 (MRS2-3). 

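Of the 10 genes of the paper's Table 2, 6 were higher and 4 lower in the library labelled control + kanamycin than in control, and 9 of the 10 had an estimated 3 reads or fewer in their lower library. AT1G09920, of the TRAF-type zinc finger family, was at 2.57 and 100 FPKM. AT5G65620, a zinc metallopeptidase, was at 20.8 and 0.259 FPKM, and AT4G33680, an aminotransferase of lysine synthesis, at 54.0 and 1.30 FPKM. In the authors' deposited table, q ranges from 0.0240 to 0.0690 over the 10 genes and is under 0.05 for 4 of them.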

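MGT4 (AT3G19640, chromosome 3, 6820926 to 6823306) was at 0.702 FPKM in the library labelled control, from about 1 read, and at 28.1 FPKM in control + kanamycin, from about 73 reads (p = 0.000615, q = 0.0598 in the authors' deposited table). It is the called member of the magnesium transporter family. MGT10, which sits in the chloroplast envelope, was at 3.79 and 42.2 FPKM, MGT2 at 2.85 and 9.36 FPKM, and MGT3 at 3.56 FPKM and listed at 0 with kanamycin. Of 8 members 3 were at least 2-fold higher and 3 lower. Their median log2 difference was −0.28 (percentile 58.1), −1.38 with a pseudocount of 0.1 and 3.17 over the members with a mean of at least 5 FPKM.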

Our Real-Time PCR assays also confirmed the upregulation of MGT4 transcripts. MGT4 was initially identified as a candidate locus in a search for quantitative trait loci affecting seed concentrations of Mg^2+^ [30] and later confirmed to transport Mg^2+^ [31]. MRS2-3 could complement yeast deficient in Mg^2+^ transport but direct uptake was not found to be considerably higher than the background level in the mutant. It was therefore suggested that MRS2-3 may act as a slow transporter for Mg^2+^ requiring long time intervals for achieving homeostasis and thus represent a high affinity Mg^2+^ transporter. Further, a number of genes encoding for copper binding proteins were found to be differentially regulated, including the gene encoding for LACCASE 5 (LAC5). 

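LAC5 (AT2G40370, chromosome 2, 16858166 to 16860606) was at 0.812 FPKM in the library labelled control, from about 1 read, and 28.4 FPKM in control + kanamycin, from about 87 reads. The authors' deposited table gives p = 0.000946 and q = 0.0690. Of the 4 laccases with a mean of at least 1 FPKM, 1 was at least 2-fold higher and 2 lower. LAC3 was at 3.60 and 5.72 FPKM, while LAC7 and LAC8 were at 5.36 and 4.47 FPKM in the library labelled control and listed at 0 in control + kanamycin. Of 18 genes of copper homeostasis 5 were higher and 5 lower, none is called, and the median was −0.19 (percentile 29.9). The copper chaperones ATX1 and CCH were at 120 and 69.8 and at 142 and 185 FPKM.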

Real-Time PCR assays confirmed significantly higher levels of LAC5 transcripts in control plants exposed to kanamycin and generally lower levels in mutants. LAC5 is a member of the laccase-like multicopper oxidases generally viewed as phenoloxidases enabling the polymerization of lignin. However, members of the family were shown to have a ferroxidase activity and thus LAC5 might play a role in iron metabolism [32], [33]. More specifically, they are thought to function in iron-uptake systems similar to FET3 in *Saccharomyces cerevisiae*. In the FET3 system, the strict coupling of Fe^2+^ oxidation by Fet3p with transport of Fe^3+^ by Ftr1p allows for a high affinity transport of iron [34], [35], [36]. Thus, the upregulation of LAC5 may signify that plants exposed to kanamycin switch to a higher affinity iron transport system. These changes along with the decrease in the expression of heavy metal transport/detoxification superfamily protein and increased transcripts from the molybdenum cofactor sulfurase family suggest that plants exposed to kanamycin alter their uptake of metals.

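The heavy metal transport/detoxification superfamily gene AT2G36950 (chromosome 2, 15515133 to 15516931) was at 24.8 FPKM in the library labelled control and 0.374 FPKM in control + kanamycin, from about 30 reads and 1 read (p = 0.000183, q = 0.0393 in the authors' deposited table). AT1G30910, of the molybdenum cofactor sulfurase family (chromosome 1, 11000883 to 11002936), was at 1.17 and 53.0 FPKM, from about 1 and 102 reads (p = 0.000370 and q = 0.0521 in the authors' deposited table). Of 22 genes of the iron deficiency response 7 were at least 2-fold higher with kanamycin, 4 lower and none called. IRT1, the root iron transporter, was at 11.1 and 6.08 FPKM and FRO2, the root ferric reductase, at 3.60 and 1.44 FPKM. The median of the 22 was −0.16 (percentile 44.8), and 0.13 over members with a mean of at least 5 FPKM. From the photosynthesis and redox genes the paper proposes that the photosynthetic apparatus and metabolic fluxes adapt to kanamycin. From the metal genes it proposes that the uptake of metals changes and, from LAC5, that iron transport of higher affinity may come into use.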

### Differences between control plants and wbc19 knockout mutants

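Among genes called higher in the library labelled wbc19 mutant than in that labelled control were AT1G34200, an oxidoreductase, at 0.831 FPKM in control and 85.4 FPKM in wbc19 mutant, and ECA2, a calcium pump of the endoplasmic reticulum, at 3.36 and 62.8 FPKM. Among those called lower were ATPDI9, a protein disulfide isomerase, at 30.8 and 0.475 FPKM, and CYP72A11, a cytochrome P450, at 19.9 and 0.365 FPKM. The authors' deposited table calls 94 of 7797 tested genes, 68 higher and 26 lower, of which 12 have q under 0.05. Their median FPKM was 1.44 in the lower library and 79.3 in the higher one, and 65 of the 94 had an estimated 3 reads or fewer in the lower library. By the rule of size, 5959 of 9761 genes were at least 2-fold apart, 2329 higher and 3630 lower, or 919 higher and 943 lower with a mean of at least 20 FPKM. Counting error alone passed 4.82% of unchanged genes in libraries simulated over 9239 genes, but how far 2 libraries of the same condition differ is not known. The median log2 difference of all 9761 genes was −0.28, and that of the 14 reference genes −0.43 (percentile 22.7). WBC19 itself was higher in the library labelled wbc19 mutant, at about 10 reads against 0, which goes against the label. Whether too few reads explain this was not tested over the 4 libraries together. The 3 called genes that the paper measured by Real-Time PCR, FD3, PHYB and AT1G76450, ran as labelled in that assay.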

In the absence of kanamycin exposure, no visual differences were observed between control and *wbc19* mutant plants, however the RNA-seq analysis revealed significant differences, with 26 genes being downregulated and 69 genes upregulated in the mutant. These changes were subtle as minor effects on the over-representation of the various functional categories were observed (**Figure S2**). The detailed analysis of GO classifications, however, indicated that a number of transcripts are again found to encode for photosynthesis and oxidoreduction related proteins (**Table 3**). 

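As groups, light-harvesting proteins and nuclear photosystem I subunits differed little between the libraries labelled wbc19 mutant and control. Of 21 light-harvesting proteins 1 was at least 2-fold higher in wbc19 mutant and 2 lower, and of 13 photosystem I subunits 1 was higher and 1 lower. The medians of both lists were 0.28 and 0.11 (percentiles 87.2 and 70.3), the latter −0.13 when scaled by the upper quartiles. In contrast, 9 of 15 nuclear genes of the NDH complex and cyclic electron flow were lower and none higher (median −1.79, percentile 0.190). PGR5, required for cyclic flow around photosystem I, was at 86.0 FPKM in control and 8.29 FPKM in wbc19 mutant, and PNSB1, a subunit of the NDH complex, at 103 and 14.0 FPKM. Of 31 nuclear genes of plastid ribosomal proteins 10 were at least 2-fold lower and 4 higher, no greater a share lower than the 3630 of all 9761 genes, although their median was −0.71 (percentile 0.360), against −0.28 for all genes. PRPL17, lower by under 2-fold, was at 491 and 294 FPKM. Of 40 photosynthesis genes encoded in the plastid, measured in poly(A) RNA, 17 were lower and 3 higher (median −0.54, percentile 1.43). No gene of these 5 lists is called. Of the 8 genes of the paper's Table 3, 7 had an estimated 3 reads or fewer in the lower library, and 2 have q under 0.05 in the authors' deposited table. SIGC, a plastid sigma factor, was at 3.54 and 82.3 FPKM. WBC19, from few reads, goes against the wbc19 mutant label. Of the 7 significant Real-Time PCR differences of the paper between mutant and control, 6 go with the label.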

In mutant plants, transcripts of one isoform of the PsbP protein (At1g76450) are downregulated while those of its most similar isoform (At3g05410) are upregulated. 

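AT1G76450 (chromosome 1, 28684551 to 28689121) was at 50.4 FPKM in the library labelled control and 0.832 FPKM in that labelled wbc19 mutant, from about 30 reads and 1 read. AT3G05410 (chromosome 3, 1554700 to 1561535) was at 1.29 and 128 FPKM, from about 1 and 142 reads. The authors' deposited table gives p = 0.000260 (q = 0.0501) and p = 1.35e-05 (q = 0.0150) for the pair. With kanamycin, AT1G76450 was at 153 FPKM in the library labelled control + kanamycin and 38.0 FPKM in wbc19 mutant + kanamycin. AT3G05410 was listed at 0 and at 17.3 FPKM in the same order. The paper's Real-Time PCR gives AT1G76450 significantly lower in the mutant without kanamycin, with a log2 difference of −0.48, as in the libraries. WBC19, from few reads, goes against the mutant label. With kanamycin the value of that assay is 0.11, which is not significant.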

PsbP is one of extrinsic proteins on the luminal side of PSII involved in the oxidation of water to molecular oxygen by using light energy. The reaction is catalized by a cluster of three inorganic ions, manganese (Mn), calcium (Ca), and chloride (Cl) and PsbP participates in the regulation of the unique redox environment of this inorganic catalytic center (Debus, 2000). Specifically, PsbP is involved in Ca^2+^ and Cl^−^ retention in PSII as well as the protection of the Mn cluster from a wide range of small (H_2_O_2_, NH_2_NH_2_, NH_2_OH, Fe^2+^) and bulky (benzidine, hydroquinone) reductants [37], [38]; and is essential for normal PSII function [39], [40]. The observed shift from one isoform of PsbP to another in *wbc19* mutants suggests an adaptation of PSII to a new ionic or redox environment.

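FD3 (AT2G27510, chromosome 2, 11758079 to 11759476) was at 75.0 FPKM in the library labelled control, from about 48 reads, and 1.11 FPKM in that labelled wbc19 mutant, from about 1 read. The authors' deposited table gives p = 0.000165 and q = 0.0501. With kanamycin it was at 55.8 FPKM in the library labelled control + kanamycin and 18.2 FPKM in that labelled wbc19 mutant + kanamycin, and is not called between these libraries. Of 16 ferredoxins, ferredoxin reductases and alternative dehydrogenases 7 were at least 2-fold lower in the library labelled wbc19 mutant and 2 higher (median −0.76, percentile 25.5). The photosynthetic ferredoxin FD1 was at 433 FPKM in control and 191 FPKM in wbc19 mutant, and FD2 at 1008 FPKM in wbc19 mutant. In the paper's Real-Time PCR FD3 is significantly lower in the mutant without and with kanamycin, with log2 differences of −0.53 and −1.20, as in the libraries. WBC19, from few reads, goes against the mutant label.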

Ferredoxin 3 (Fd3) is expressed at a much lower level in *wbc19* mutants compared to control plants, a finding that was confirmed in Real-Time PCR assays. While ferredoxins primarily contribute to photosynthesis by shuttling electrons from photosystem I (PSI) to the enzyme ferredoxin:NADP^+^ oxidoreductase (FNR) for reduction of NADP^+^ and eventually provide reducing power for CO_2_ assimilation, they can also contribute to a wide range of metabolic reactions such as nitrogen assimilation [41]. Fd3 is a root type or heterotrophic isoform of ferredoxin [42]. Its redox potential favors electron transfer from NADPH to ferredoxin in a predominantly heterotrophic pathway. A decreased expression of Fd3 in mutants once again suggests changes in metabolic fluxes.

When examining transcripts of metal binding proteins differentially expressed in the mutant, six out of eight encode for zinc binding proteins (**Table 4**). All six transcripts are upregulated in *wbc19* mutant seedlings compared to control seedlings. 

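RHL41, a zinc finger regulator of the response to high light and cold (AT5G59820, chromosome 5, 24102972 to 24103787), was at 6.28 FPKM in the library labelled control and 198 FPKM in that labelled wbc19 mutant. ZAT7, a zinc finger repressor (AT3G46090), was at 1.88 and 211 FPKM, and PUB8, an E3 ubiquitin ligase (AT4G21350), at 2.23 and 111 FPKM. The RING finger gene AT5G01450 was at 0.711 and 45.5 FPKM and AT1G68190, of the B-box zinc finger family, at 1.00 and 108 FPKM. In the authors' deposited table p is 0.000517 for RHL41, 8.42e-06 for ZAT7 and 0.000244 for PUB8, and q is under 0.05 for 3 of the 8 genes of Table 4. In 7 of the 8 genes, the lower library held an estimated 3 reads or fewer. RHL41 and ZAT7 also belong to a list of oxidative and light stress genes, of which 6 of 14 were at least 2-fold higher in the library labelled wbc19 mutant and 3 lower (median 0.75, percentile 98.9, and a median of 1.99 over members with a mean of at least 5 FPKM). The paper chose both genes from these libraries, so the percentile is not independent of that choice. WBC19, from few reads, goes against the mutant label, while 6 of 7 significant Real-Time PCR differences of the paper go with it.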

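ZIP1 (AT3G12750, chromosome 3, 4049515 to 4053201) was at 0.913 FPKM in the library labelled control, from about 1 read, and 101 FPKM in that labelled wbc19 mutant, from about 162 reads, and the authors' deposited table gives p = 9.01e-06 and q = 0.0150. The paper states that ZIP1 transcripts overlap with those of ALIS1, and both entries have this locus in the authors' deposited table, so reads may be assigned to either. ALIS1 was at 20.7 FPKM in control and 84.7 FPKM in wbc19 mutant. Other genes of the zinc deficiency response ran in both directions. ZIP4 was listed at 0 in control and at 9.61 FPKM in wbc19 mutant, ZIP3 was listed at 0 in both, and NAS4 was at 14.2 FPKM in control and listed at 0 in wbc19 mutant. Of 5 such genes with a mean of at least 1 FPKM, 2 were at least 2-fold higher and 1 lower (median 0.00, percentile 75.4, and a median of 3.41 over members with a mean of at least 5 FPKM). Among 7 other genes of zinc transport 2 were higher and 3 lower (median −0.32, percentile 54.5), with MTP1, a vacuolar zinc transporter, at 12.1 and 30.7 FPKM. Several of these genes are expressed mainly in roots, and 14 root markers had a median of −1.64 (percentile 7.58), or −0.58 with a pseudocount of 5 and −0.70 over members with a mean of at least 5 FPKM. The paper's significant Real-Time PCR differences go with the mutant label for 6 of 7 genes, unlike the few reads of WBC19.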

Most notably, the expression of ZINC TRANSPORTER 1 PRECURSOR (ZIP1) was increased. ZIP1 is a highly specific zinc transporter. It can functionally complement the zrt1/zrt2 yeast double mutant deficient in zinc transport but not the fet3/fet4 mutant indicating that it does not transport iron [43]. Although it is normally expressed in roots and induced upon zinc deficiency [43], it can be activated in shoots in IRT1 mutants which are severely iron and zinc deprived [44]. This upregulation of ZIP1 in mutants suggested an altered Zn homeostasis, similar to Zn deficiency responses.

Additionally, transcripts of a cytochrome B561 are also increased in mutants compared to control seedlings. 

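The cytochrome B561 related gene AT1G07970 (chromosome 1, 2469286 to 2472628) was at 0.546 FPKM in the library labelled control, from about 1 read, and 50.8 FPKM in that labelled wbc19 mutant, from about 167 reads. It was listed at 0 in both libraries with kanamycin. The authors' deposited table gives p = 2.00e-05 and q = 0.0173 for mutant against control. The paper's significant Real-Time PCR differences go with the mutant label for 6 of 7 genes without kanamycin, and the few reads of WBC19 against it.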

Cytochrome B561s are typically membrane proteins that catalize a transmembrane electron transport from ascorbate to an extracellular substrate. Although the first well-charaterized cytochrome B561 from chromaffin granules of neuroendocrine tissues reduced intra-vesicular ascorbic acid [45] many cytochrome B561 proteins were later found to have a ferric and cupric reductase activity [46], [47], [48], [49]. The upregulation of cytochrome B561 transcripts in mutants suggested an altered iron and or copper homeostasis.

Overall the comparison of transcripts from *wbc19* mutants and control seedling suggest differences in the architecture of their photosynthetic apparatus, their metabolic fluxes and their metal uptake. These differences are observed while seedlings were grown in the absence of kanamycin, indicating that WBC19 has a physiological role under normal conditions and therefore one that is not strictly adaptive upon exposure to kanamycin.

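Most of the genes that the paper names here were of low abundance in the library labelled control or in that labelled wbc19 mutant. The zinc finger genes, ZIP1 and the cytochrome B561 related gene were higher in wbc19 mutant, and FD3, PHYB and the PsbP isoform AT1G76450 were lower. PHYB (chromosome 2, 8139881 to 8144430) was at 14.7 FPKM in control and 0.191 FPKM in wbc19 mutant (p = 9.53e-05, q = 0.0501 in the authors' deposited table). Of 22 iron deficiency genes 2 were at least 2-fold higher and 10 lower (median −0.97, percentile 17.0). In copper homeostasis 5 of 18 were higher and 3 lower. From the shift between PsbP isoforms the paper proposes that photosystem II adapts to another ionic or redox environment, from FD3 that metabolic fluxes differ, and from ZIP1 and cytochrome B561 that zinc, iron or copper homeostasis is altered. The paper's Real-Time PCR gives FD3, PHYB and AT1G76450 as significantly lower in the mutant too, although WBC19, from few reads, goes against the label.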

### Effect of WBC19 on the response to kanamycin

To examine how the lack of WBC19 affects responses to kanamycin, we compared transcript abundance between control plants exposed to kanamycin and mutant plants exposed to kanamycin. 

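Between the libraries labelled wbc19 mutant + kanamycin and control + kanamycin, most called genes were lower in the former. ENODL8, an early nodulin-like protein, was at 97.4 FPKM in control + kanamycin and 2.04 FPKM in wbc19 mutant + kanamycin. CRTISO, the carotenoid isomerase, was higher in wbc19 mutant + kanamycin, at 1.34 and 36.4 FPKM, as was ACX2, a peroxisomal oxidase of fatty acids, at 1.49 and 36.8 FPKM. The authors' deposited table calls 135 of 8483 tested genes, 38 higher and 97 lower, of which 47 have q under 0.05. Of the 135, 19 were listed at 0 in either library. Their median FPKM was 0.926 in the lower library and 53.4 in the higher one, and 92 of the 133 with a known length had an estimated 3 reads or fewer in the lower library. By the rule of size, 5796 of 9761 genes were at least 2-fold apart, 2831 higher and 2965 lower. This balance turned with the scale, to 3057 higher and 2704 lower by median ratio and 3243 and 2509 by upper quartiles, and to 5535 and 4604 with no filter, while with a mean of at least 20 FPKM it was 768 and 1051. Counting error alone passed 4.97% of unchanged genes in libraries simulated over 9239 genes, without any difference between separate libraries. WBC19, from few reads, goes against the mutant label in this pair as well. Of 9 significant Real-Time PCR differences of the paper 7 go with the label, and IRT1 and FRD3 against it.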

We found that 38 genes were upregulated and 98 genes were downregulated in the mutant. The functional categories ‘photosystem’, ‘metal handling’ and ‘transport’ were found to be over-represented (**Figure S3**). 

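In the library labelled control + kanamycin, 22 genes were higher than in both control and wbc19 mutant + kanamycin. HMT-1, a homocysteine methyltransferase, and ATRBL13, a rhomboid-like protein, were listed at 0 in the library labelled control, at 81.5 and 79.1 FPKM in control + kanamycin, and at 0 and 1.03 FPKM in wbc19 mutant + kanamycin. Over the 22 genes, the median FPKM was 2.01 in control, 80.3 in control + kanamycin, 2.10 in wbc19 mutant and 2.15 in wbc19 mutant + kanamycin. Some were also high in wbc19 mutant, with ALBINO3 at 266 FPKM in control + kanamycin and 284 FPKM in wbc19 mutant, TCH4 at 369 and 263 FPKM, UBP1B at 84.5 and 33.8 FPKM and UGT73C1 at 67.8 and 27.6 FPKM. Of these, all but ALBINO3 are named after their values were seen, as are HMT-1 and ATRBL13. The 22 genes are called higher in control + kanamycin against control and lower in wbc19 mutant + kanamycin against control + kanamycin in the authors' deposited table. Independent lists would share 1.12 of the 7606 genes tested in both comparisons. However, both comparisons use the same control + kanamycin library, so its chance values alone give opposite directions. By the rule of size, 1674 of 9239 genes ran higher then lower, where libraries simulated with counting error alone gave 49.2 and independent lists 778. With each molecule read several times, a setting added after the data were seen, the simulated number was 871. Part of the excess may come from the shared library, which cannot be split. The paper's Real-Time PCR goes with the mutant label for 7 of the 9 genes with a significant difference with kanamycin. WBC19, from few reads, goes against that label.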

Twenty-two of the differentially expressed genes were found to be significantly upregulated in the controls upon exposure to kanamycin but failed to be upregulated in the mutants exposed to kanamycin (**Figure S4**). Most notably, LHCb1.1 and the Magnesium transporter MGT4 failed to be upregulated (**Table 5**). Conversely, transcripts of genes such as the Heavy Metal Transporter and NAD(P)H dehydrogenase C1 (NDC1) that were significantly downregulated in the control upon kanamycin exposure, failed to be downregulated in the mutant. Thus mutant plants did not exhibit the signature responses of the control plants. Instead, among genes encoding for photosynthesis related proteins, we observe a reduced amount of transcripts of PHOTOSYSTEM II REACTION CENTER PROTEIN D2 (PSBD). 

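In the library labelled wbc19 mutant + kanamycin, MGT4 was at 0.720 FPKM, from about 1 read, and the authors' deposited table gives p = 0.000640 against control + kanamycin. In the library labelled wbc19 mutant it was at 7.45 FPKM. LHCb1.1 is CAB2, and the assembled entry that Table 5 uses was listed at 0 in wbc19 mutant + kanamycin and at 157 FPKM in wbc19 mutant (p = 1.87e-14 in the authors' deposited table, mutant + kanamycin against control + kanamycin). The entry of the annotated gene was highest in wbc19 mutant + kanamycin, at 2306 FPKM, beside 1968 FPKM in wbc19 mutant, and is not called (p = 0.123 in the authors' deposited table). Summed over the 5 near-identical LHCB1 genes, FPKM was 11590 in wbc19 mutant and 12632 in wbc19 mutant + kanamycin. Of 21 light-harvesting proteins 1 was at least 2-fold higher in wbc19 mutant + kanamycin than in control + kanamycin and 1 lower (median 0.25, percentile 97.3). Of 8 magnesium transporters 5 were higher and 3 lower, and MGT3 was at 15.1 FPKM in wbc19 mutant + kanamycin. The paper's Real-Time PCR gives MGT4 as significantly lower in mutant + kanamycin than in control + kanamycin, with a log2 difference of −0.46, as in the libraries. WBC19, from few reads, goes against the mutant labels.

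**Figure D2:**
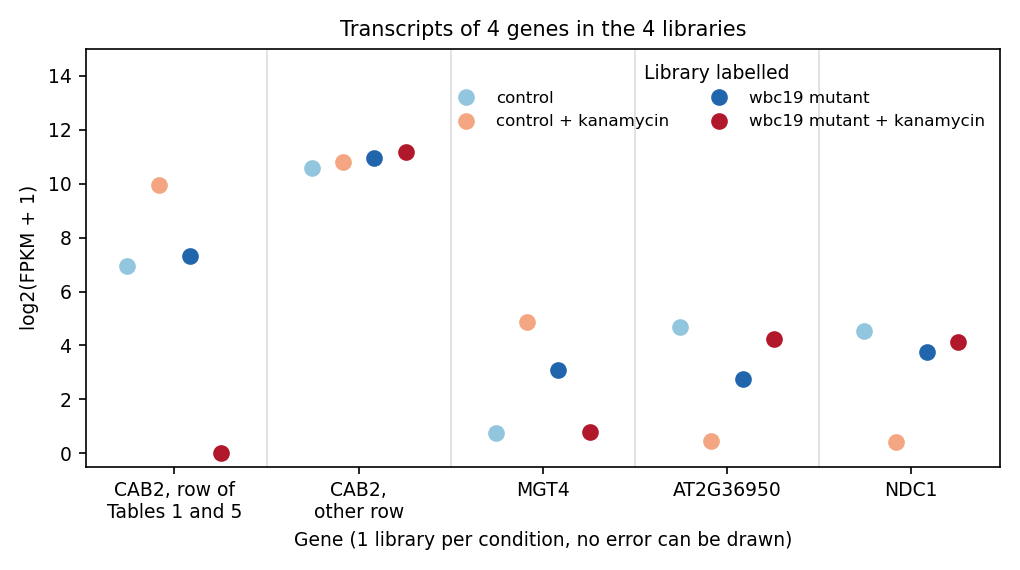
log2 of FPKM plus 1 (vertical axis) for both entries of CAB2, MGT4, AT2G36950 and NDC1 in the libraries labelled control, control + kanamycin, wbc19 mutant and wbc19 mutant + kanamycin, 1 point per library with no error. The entry of CAB2 used in the paper's Tables 1 and 5 is listed at 0 in wbc19 mutant + kanamycin, while the other entry of CAB2 lies near the same level in all 4 libraries.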

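AT2G36950 was at 5.71 FPKM in the library labelled wbc19 mutant and 17.7 FPKM in that labelled wbc19 mutant + kanamycin, from about 11 and 20 reads. NDC1 was at 12.4 and 16.7 FPKM, from about 33 and 25 reads. Against control + kanamycin the authors' deposited table gives p = 0.000919 for AT2G36950 and 0.000921 for NDC1, and between the libraries labelled wbc19 mutant + kanamycin and wbc19 mutant p = 0.219 and 0.721. In all, 9 genes are called lower in control + kanamycin against control and higher in wbc19 mutant + kanamycin against control + kanamycin, where independent lists would share 0.0684. However, both comparisons share the control + kanamycin library, so independent lists are no measure of chance here. By the rule of size, 1874 of 9239 genes ran lower then higher, where simulated libraries gave 45.6 with counting error alone and 1366 with each molecule read several times, a setting added after the data were seen. They include PTAC6, at 54.6 FPKM in wbc19 mutant + kanamycin, and EF-Ts, at 98.6 FPKM. Over these 9 genes the median FPKM was 24.8 in control, 0.374 in control + kanamycin, 14.5 in wbc19 mutant and 34.7 in wbc19 mutant + kanamycin. As to the mutant labels, WBC19, from few reads, goes against them. Of 9 significant Real-Time PCR differences of the paper with kanamycin 7 go with them.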

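psbD (ATCG00270, plastid genome, 32711 to 35141) was at 424 FPKM in the library labelled control, 1001 FPKM in control + kanamycin, 608 FPKM in wbc19 mutant and 335 FPKM in wbc19 mutant + kanamycin. For mutant + kanamycin against control + kanamycin the authors' deposited table gives p = 0.000198 and q = 0.0456. psbC, which overlaps psbD at the same locus, was at 996 and 762 FPKM in control + kanamycin and wbc19 mutant + kanamycin and is not called. psbA, for the D1 protein, was at 3429 and 3936 FPKM. Of 40 plastid-encoded photosynthesis genes 8 were at least 2-fold higher in the library labelled wbc19 mutant + kanamycin and 11 lower (median −0.32, percentile 29.3). Of 20 plastid-encoded genes of the expression machinery 12 were lower and 3 higher (median −1.32, percentile 0.10), such as rps19 at 220 and 45.6 FPKM. The selection of poly(A) RNA bears on these plastid genes. As to the mutant label, 7 of 9 significant Real-Time PCR differences of the paper with kanamycin go with it. WBC19, from few reads, goes against it.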

PSII reaction center proteins D1 and D2 are two chlorophyll binding proteins at the core of the site for oxygen evolution. Under conditions of high light and abiotic stress D1 and D2 are photodamaged and repair consists of disassembly of PSII, synthesis of the proteins and reassembly [50]. The low levels of PSII reaction center protein D2 transcripts detected in mutants exposed to kanamycin suggests a lower rate of PSII repair. In addition, the upregulation of the O subunit of PLASTOQUINONE DEHYDROGENASE COMPLEX (NDH-O) suggests increased cyclic electron flow around PSI. 

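NdhO (AT1G74880, chromosome 1, 28129858 to 28131077) was at 5.85 FPKM in the library labelled control + kanamycin, from about 6 reads, and 113 FPKM in that labelled wbc19 mutant + kanamycin, from about 54 reads (p = 0.000614, q = 0.0575 in the authors' deposited table). It was at 41.3 FPKM in control and 69.7 FPKM in wbc19 mutant. NdhS, the subunit that binds ferredoxin, ran the other way, at 45.4 FPKM in control + kanamycin and 1.21 FPKM in wbc19 mutant + kanamycin, and is called lower (p = 0.000731 in the authors' deposited table). PGR5 was at 278 and 84.7 FPKM and PGRL1A, its partner, at 163 and 224 FPKM. Of 15 nuclear genes of the NDH complex and cyclic electron flow 6 were at least 2-fold higher and 6 lower (median 0.36, percentile 92.2). WBC19, from few reads, goes against the mutant label. Of 9 significant Real-Time PCR differences of the paper with kanamycin 7 go with it.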

The NDH complex catalyzes the transfer of electrons from ferredoxin and NADH back to plastoquinone [51], [52]. This role of the NDH complex is not crucial under normal conditions as mutants do not exhibit a phenotype, but appears important under conditions of stress [53], [54], [55], [56], [57], [58], [59]. Thus, the response of mutant seedlings to kanamycin suggests an adaptation of photosynthetic apparatus to stress, with a disassembly of PSII and cyclic electron flow around PSI.

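Nuclear genes of the photosystems as groups lay close together in the libraries labelled wbc19 mutant + kanamycin and control + kanamycin. None of 13 photosystem I subunits was 2-fold apart (median −0.20, percentile 50.9, and 0.12 when scaled by the upper quartiles). Of 15 photosystem II subunits 2 were at least 2-fold lower and none higher, and PSBR was at 2453 and 2435 FPKM. Nuclear genes of plastid transcription were higher in wbc19 mutant + kanamycin, 9 of 15 by at least 2-fold and 2 lower (median 1.13, percentile 98.0). This mirrors control + kanamycin against control (median −1.21, percentile 1.90) through the shared control + kanamycin library, so the 2 comparisons do not support each other, and the 15 include PTAC6 and EF-Ts, which the paper chose from these libraries and which are called higher here. SIG5, a sigma factor that responds to light and stress, was at 1.58 and 36.2 FPKM and is also called higher (p = 0.000642 in the authors' deposited table). From psbD the paper proposes a lower rate of photosystem II repair, and from NdhO more cyclic electron flow around photosystem I. It proposes that both reflect an adaptation of the photosynthetic apparatus to stress. The paper's significant Real-Time PCR differences go with the mutant label for 7 of 9 genes with kanamycin, whereas WBC19, from few reads, goes against it.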

When transcripts for metal binding proteins were examined, a total of 20 genes were found to be differentially expressed between control and mutant seedlings exposed to kanamycin (**Table 6**). The majority are downregulated, however the expression of FRO6 is increased by about 5 fold in the mutant exposed to kanamycin. 

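FRO6 (AT5G49730, chromosome 5, 20201101 to 20204513) was at 7.18 FPKM in the library labelled control + kanamycin, from about 29 reads, and 75.6 FPKM in that labelled wbc19 mutant + kanamycin, from about 149 reads, a ratio of 9.37 with the pseudocount of 1. Without a pseudocount the log2 ratio was 3.40, as in the paper's Tables 5 and 6. The authors' deposited table gives p = 0.000382 and q = 0.0510. FRO6 was at 9.91 FPKM in control and 25.5 FPKM in wbc19 mutant. Of the 20 genes of Table 6, 7 were higher and 13 lower in wbc19 mutant + kanamycin, and 16 had an estimated 3 reads or fewer in the lower library. Among the lower ones, ECA2 was at 21.5 and 0.399 FPKM and AL3, a histone-binding protein with a PHD finger, at 45.0 and 1.18 FPKM. CLC-D, a chloride channel, was at 0.246 and 19.8 FPKM. In the authors' deposited table, 4 of the 20 have q under 0.05. The paper's Real-Time PCR gives FRO6 as significantly higher in the mutant without and with kanamycin, by 0.63 and 2.00 on the log2 scale, as in the libraries. WBC19, from few reads, goes against the mutant label.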

FRO6 is a ferric reductase found in the plasma membrane of mesophyll cells in the shoots [60], [61]. Its expression is light inducible and is thought to coordinate iron uptake with photosynthetic activity. The increase of FRO6 transcripts in mutant seedlings exposed to kanamycin is accompanied by significantly lower levels of NICOTIANAMINE SYNTHASE 1 (NAS1) transcripts and for both genes, Real-Time PCR results confirmed RNA-seq findings. 

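NAS1 (AT5G04950, chromosome 5, 1457645 to 1458890) was at 46.1 FPKM in the library labelled control + kanamycin and 1.24 FPKM in that labelled wbc19 mutant + kanamycin, from about 86 reads and 1 read. The authors' deposited table gives p = 0.000729 and q = 0.0575. Without kanamycin it was at 48.9 FPKM in control and listed at 0 in wbc19 mutant, and is not called. Of 7 nicotianamine synthases and YSL transporters 3 were at least 2-fold lower in wbc19 mutant + kanamycin and none higher. YSL1 was at 6.29 FPKM in control + kanamycin and listed at 0 in wbc19 mutant + kanamycin, and YSL3 was at 6.47 and 13.5 FPKM. Of 22 iron deficiency genes 9 were lower and 3 higher (median −0.88, or −0.54 with a pseudocount of 5, and percentile 2.41, or from 0.67 with no filter to 5.78 with a mean of at least 5 FPKM). ZIF1, a vacuolar transporter, was at 46.9 and 20.3 FPKM, and OPT3, a phloem iron transporter, at 54.0 and 38.3 FPKM. The 14 root markers had a median of 0.99 (percentile 94.8), or 0.34 with a pseudocount of 5 and 2.47 with 0.1. The paper's Real-Time PCR gives NAS1 as significantly lower in mutant + kanamycin too, with a log2 difference of −1.06. WBC19, from few reads, goes against the mutant label.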

NAS1 enables the synthesis of nicotianamine (NA), a low molecular weight chelator of transition metal cations, including Fe^2+^, Fe^3+^, Cu and Zn [62], [63], [64]. NA facilitates the transport of Fe from the phloem to sink organs via YELLOW-STRIPE1-LIKE (YSL) transporters [65], [66]. These findings suggest iron deficiency in leaves and decreased mobilization of metals via the phloem.

### Plant Metal Content

The RNA-seq results supported our hypothesis that plants’ responses to the antibiotic kanamycin would affect metal homeostasis. Mutation of the kanamycin resistance gene WBC19 further indicated metal uptake deficiencies. We therefore quantified the Fe, Zn, Mn and Cu content of control and mutant plants grown in the presence or absence of kanamycin. Exposure to kanamycin resulted in the reduction of iron content in control seedlings by approximately 60% (**Figure 1**). The reduction in iron content was accompanied by a significant increase in the Cu content by about 50%. As predicted, these results indicate that a major response of plants exposed to kanamycin is to limit their Fe uptake. This in turn may result in secondary effects on the uptake of other metals.

**Figure 1:**
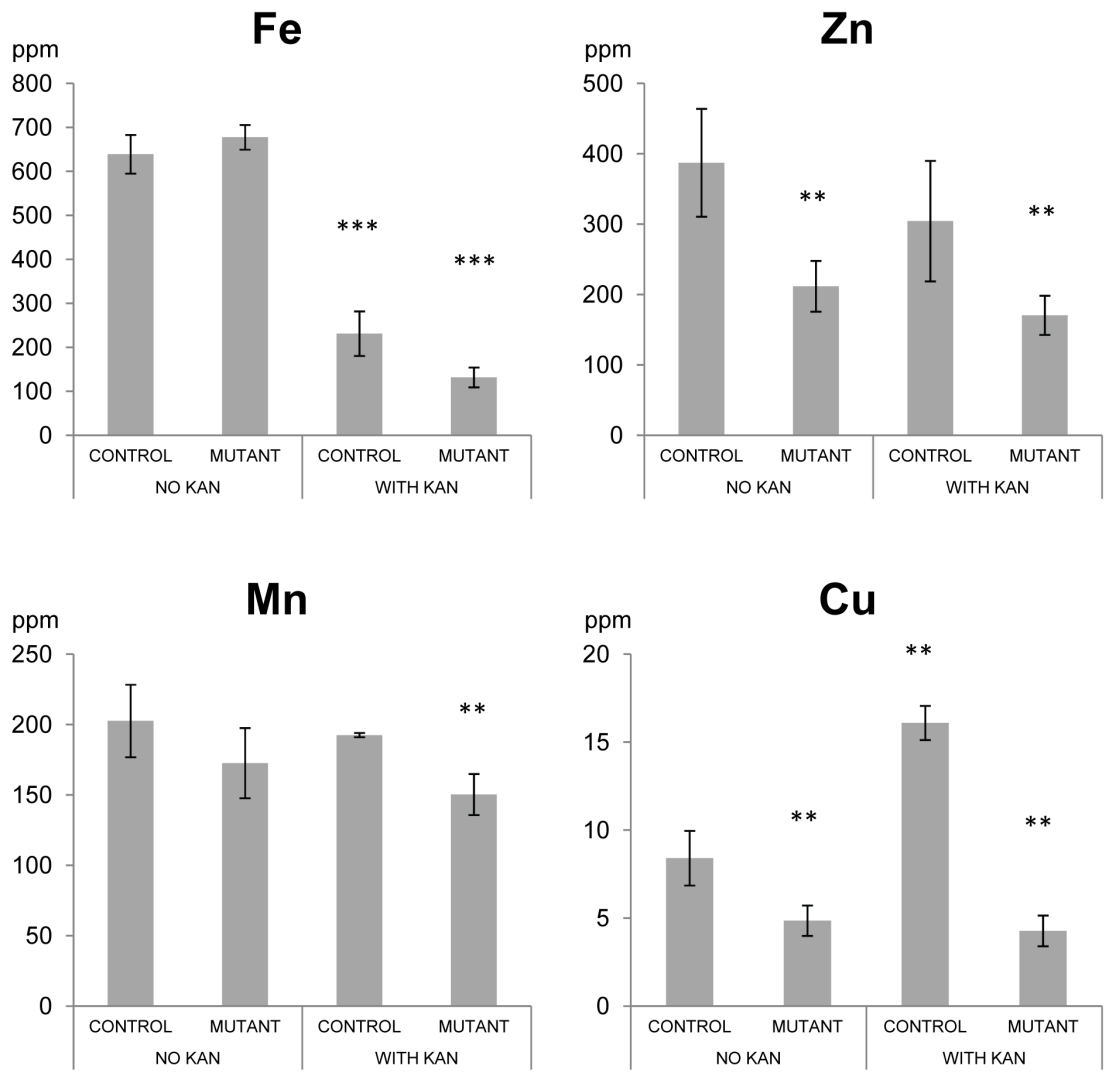
Metal content of seedlings grown in the presence or absence of kanamycin (50mg/l). Iron, zinc, manganese and copper contents from control and *wbc19* mutant seedlings were measured by ICP-MS five days after germination and shown in parts per million (ppm). Error bars represent±standard deviation from 3 biological replicates. **, *** indicate significant difference with the control on media with no kanamycin at P<0.01 and 0.001 respectively (*t*- test).

When metal levels of control and *wbc19* mutant plants grown in the absence of kanamycin are compared, significant differences were observed for Zn and Cu. Mutant plants had about 50% less Zn and Cu than control plants while Fe and Mn levels remained unaffected. These results suggested that, WBC19 plays a role in metal uptake even in the absence of kanamycin. Surprisingly, it was not the Fe content that was altered, but that of Zn and Cu.

In mutant plants exposed to kanamycin, Fe levels were even lower than in control seedlings; Cu and Zn levels reach their lowest points and Mn levels reach significantly lower concentrations. Thus mutants exhibit the same response as control plants in reducing their Fe uptake and their overall lower metal content is exacerbated by the exposure to kanamycin. This may be in part due to the stunted roots which further compromised the uptake of nutrients from the media.

### Transcript abundance of iron homeostasis genes

To further analyze the effect of kanamycin on iron homeostasis, a panel of six well characterized genes was selected for real-time PCR analysis (**Figure 2**). These include genes known to be involved in iron uptake in roots (IRON REGULATED TRANSPOTER 1 (IRT1), FERRIC REDUCTION OXIDASE 2, (FRO2)), iron loading and transport in xylem (IRON REGULATED PROTEIN 1 (IREG1/FPN1), FERRIC REDUCTASE DEFECTIVE 3 (FRD3)), iron unloading and remobilization (YELLOW STRIPE LIKE 1 and 3(YSL1, YSL3)), iron uptake in mesophyll cells (FRO6). The latter was already found to be upregulated in mutant plants exposed to kanamycin and inclusion of this gene would further serve to confirm results from the transcriptome profiling. When control seedlings were exposed to kanamycin, no significant changes in transcript levels were observed for all genes studied except for a small decrease in transcript levels of YSL3. This finding indicates that despite their low levels iron, seedlings exposed to kanamycin do not induce genes known to be upregulated during iron deficiency. On the other hand, there were no differences in iron content between control and mutant seedlings grown in the absence of kanamycin, but transcript levels of IREG1/FPN1 were found to be significantly different. IREG1/FPN1 transcripts were about 30% higher in mutants and increased further upon kanamycin exposure. IREG1/FPN1 is not responsive to iron but is thought to be involved in iron loading in the xylem [67].

**Figure 2:**
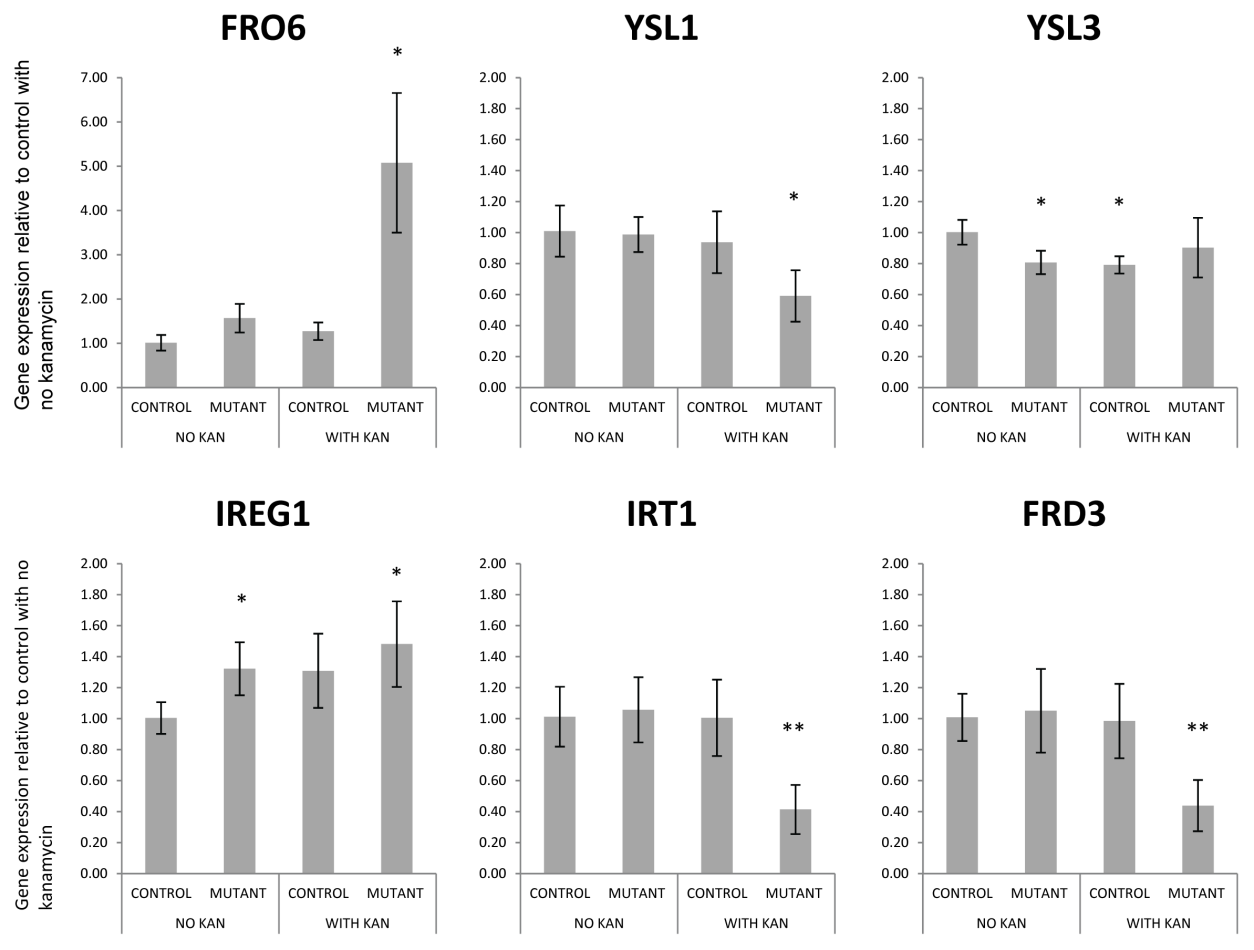
Real-Time RT-PCR analysis of transcript levels of iron homeostasis genes. Multiplexed TaqMan assays were performed for the quantification of iron homeostasis genes as indicated (FAM labeled) and the control, RAD23-3 (VIC labeled) after reverse-transcription of mRNA extracts from control and *wbc19* mutant plants germinated on MS media with or without 50 mg/l kanamycin. Data shown are from 4 biological replicates and 3 technical replicates. Error bars indicate standard deviation.

In mutant plants exposed to kanamycin several iron homeostasis genes were found to be differentially regulated. Transcripts of IRT1, FRD3 and YSL1 were significantly less abundant. This likely reflected the fact that mutant seedlings had stunted roots as all three transcripts are mainly expressed in roots of seedlings [68], [69], [70]. Transcripts of IREG1 and FRO6 were significantly more abundant when mutant plants were exposed to kanamycin. The results obtained for FRO6 in Real-Time assays corroborated findings from RNA-seq experiments. Mutants exhibited a five-fold increase of FRO6 transcripts, but not controls despite low levels of iron in both lines after germination in the presence of kanamycin. FRO6 encodes for an iron chelate reductase expressed in green tissues [60], [61]. It is was found to be mainly regulated by light rather than iron and thought to coordinate iron needs with photosynthesis. In light of this expression pattern, it is difficult to attribute difference in FRO6 induction between mutant and control plants to the differences in iron content after exposure to kanamycin. Nonetheless, our results show that kanamycin is a potent inducer of FRO6 in *wbc19* mutants. Likewise, a more modest increase in the transcript levels of IREG1 (FPN1) was detected. Previous experiments have shown that IREG1 is mainly expressed in the vasculature of the root and shoot [67] and not iron regulated [71], [72]. It likely effluxes metals from the cytoplasm into the vasculature, allowing movement of metals from root to shoot [67].

### WBC19 is predominantly expressed in vascular tissues

To gain further insight on the role of WBC19 in antibiotic resistance, we analyzed the expression pattern of its native promoter. A 2.1 kb DNA fragment upstream of the start codon was cloned in front of a GUS gene and *Arabidopsis* plants containing the constructs assayed for histochemical GUS activity. Strong GUS expression was observed in leaves and stele of 10 day old seedlings (**Figure 3**. A, B, C). Actively dividing cells of the pericycle also showed GUS expression. Once the secondary root emerges, the new meristematic region no longer showed GUS expression. In contrast to what is seen in young leaves, GUS expression in older leaves is restricted to the veins. Similarly in flowers, GUS staining is prominent in the vascular tissue of the sepals, petals and anther filaments (**Figure 3** D, E). Overall, GUS expression was predominantly vascular, a pattern characteristic of genes with a role in the long distance transport of nutrients.

**Figure 3:**
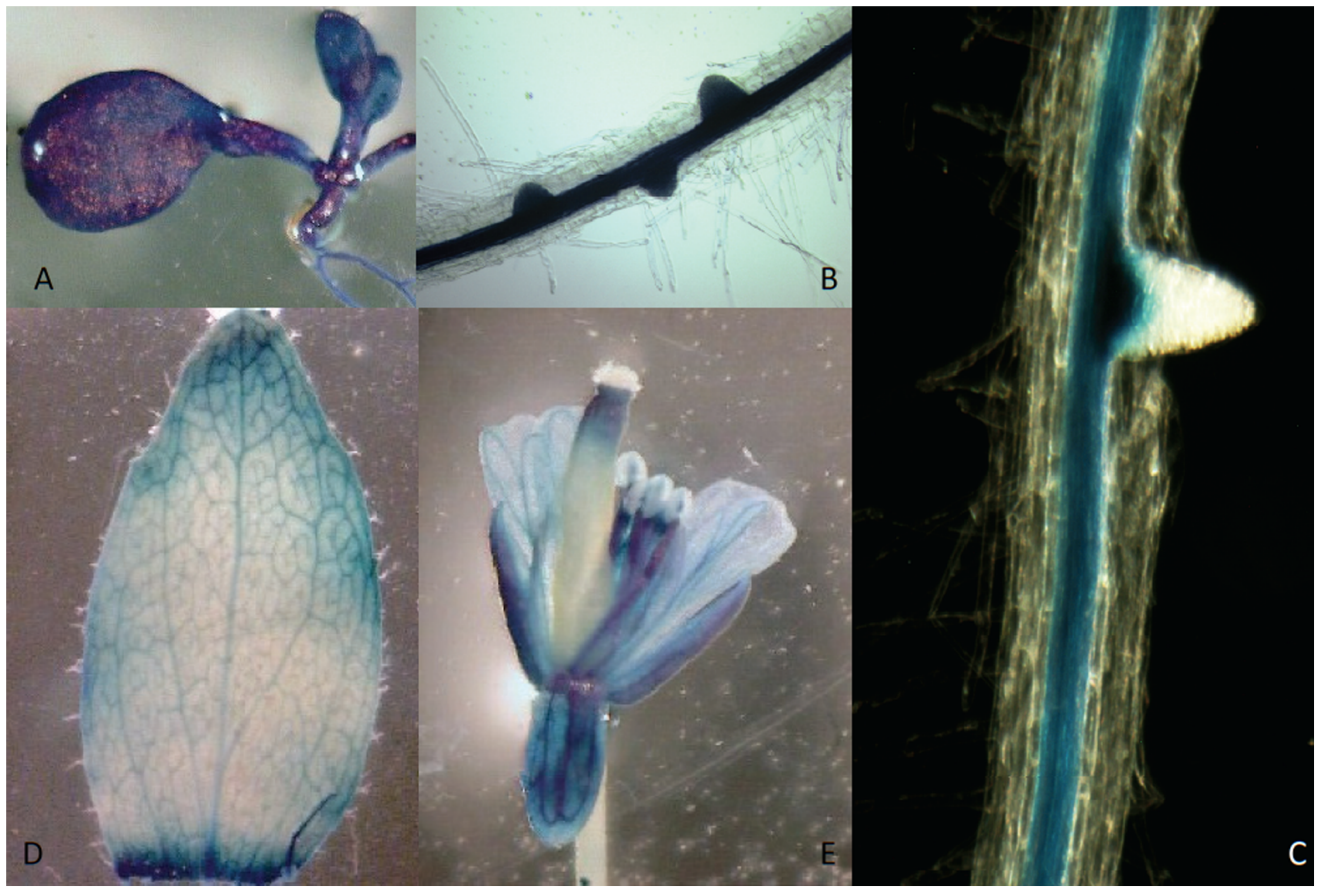
Expression pattern of WBC19. A wbc19 promoter-GUS fusion construct was generated to examine the endogenous expression pattern of wbc19. GUS stained 10 days old seedling showing leaf (A) and roots (B,C); older leaf (D) and flower (E).

## Discussion

Plants are exposed to a variety of antibiotics produced by soil microorganisms. Therefore understanding how plants have adapted to this prevalent, yet less recognized form of stress is important not only at the fundamental level but also for its implications in plant nutrition, productivity and in genetic engineering. In this study we undertook a large-scale analysis of the effect of kanamycin and examined the role of WBC19 in resistance using the RNA-seq technique. In conjunction with metal analysis and expression profiling with a promoter-GUS fusion, important insights were gained on the physiology of plants exposed to kanamycin and the role of WBC19.

### Plant exposure to kanamycin leads to reduced iron uptake

The elemental analysis showed that *Arabidopsis* seedlings exposed to kanamycin reduced their iron uptake by 60%. Chloroplasts represent the major reservoir of iron in plants where it is needed as a component of PSI and PSII and serves as a co-factor in the electron transport chain during the light reactions of photosynthesis. It is also used for the assembly of Fe-S clusters and the synthesis of chlorophyll [73], [74]. Iron deficiency primarily affects PSI function, probably because of its high requirement for iron (12 Fe atoms per PSI unit) [75]. In turn, the decline in PSI function affects electron transport from PSII to PSI, leading to the generation of reactive oxygen species and photo-oxidative damage. Adaptive responses vary in different organisms but generally involve the dissipation of light energy and optimization of photosynthetic function [75], [76], [77], [78]. In plants, the LHCII plays a critical role in the dissipation of light energy [79] and specific isoforms of LHCII subunits were shown to be induced by iron deficiency [78].

In our experiments, the increase of transcripts encoding for components of PSI and PSII (PSI-P and CAB2/LHCB1.1) and the repair of photodamaged PSII (ALBINO3 and DegP7) captured the adaptation of the photosynthetic apparatus to kanamycin and emulated a response to reduced iron. Overall, the observed changes were limited considering the large reduction in iron content. It is possible that a limited response is observed at the transcript level but more significant changes might take place at the protein level. Previous studies in *Chlamydomonas reinhardtii* have revealed that protein levels of many PS I components decrease under iron limitation [77], but changes in the transcript levels of these proteins were not detected [75]. Thus transcript profiling might only provide a partial portrayal of all the changes that are taking place upon plant exposure to kanamycin.

Prior to its arrival in chloroplasts, iron is acquired from the soil and mobilized to the leaves. Iron acquisition in roots, especially in response to iron deficiency has been well characterized. In *Arabidopsis*, Fe^3+^ in the soil is typically reduced to Fe^2+^ by a ferric oxidase reductase (FRO2) found in root epidermal cells. It is then taken-up by the iron regulated transporter IRT1 that belongs to the ZIP family of metal transporters [70], [71], [80], [81]. Iron moves symplastically in root cells and is loaded into the xylem by IRON REGULATED1 (IREG1/FPN1) [67]. Concomitant loading of citrate by FERRIC REDUCTASE DEFECTIVE3 (FRD3) allows the long-distance transport of iron as an Fe^3+^-citrate chelate [68], [82], [83]. Iron is also mobilized in the phloem as an Fe^2+^-nicotinamine chelate where it can be transported by members of the YSL family of transporters [65], [66], [69], [84]. We examined transcript levels of these genes involved in iron acquisition and mobilization using TaqMan real-time PCR assays. Our results indicated that transcript levels of most genes were not affected by exposure to kanamycin in control plants. This observation indicated that the reduction in iron content was not accompanied by changes resembling iron deficiency responses. Thus, the physiological state induced by kanamycin is distinct from that caused by iron deficiency alone.

Nonetheless, control plants exposed to kanamycin appear to be upregulating a high-affinity iron transport system represented by LAC5. In *Chlamydomonas reinhardtii* a similar multicopper oxidase, FOX1, involved in high-affinity iron uptake is dramatically upregulated under iron limited conditions. FOX1 is upregulated before growth of cells is inhibited such that it used as a sentinel marker in iron deficiency studies [85], [86]. Similarly LAC5 could represents a high-affinity transporter upregulated in response to reduced levels of iron in control plants exposed to kanamycin. The upregulation of LAC5 and transcripts of two other copper binding proteins (SKS17, MGE1) in control plants exposed to kanamycin was concomitant with an increase of the copper content of seedlings. Copper is known to play a role in iron homeostasis as a cofactor in multicopper oxidases such as FOX1, FET3 and caeruploplasmin responsible for high-affinity iron transport in green algae, yeast and humans [34], [35], [36], [85], [86], [87]. More recently copper was also shown to play a role in iron homeostasis in *Arabidopsis*, but specific copper dependent oxidases have not identified [88], [89]. Under our experimental conditions control plants exposed to kanamycin significantly increased their copper uptake. Aside from possibly participating in a high-affinity iron uptake system, increased copper levels may help mitigate oxidative stress under low iron. An increase in copper uptake is generally observed in plants grown under iron limiting conditions and is thought to represent an adaptive response to minimize oxidative stress damage by supplying Cu to Cu Superoxide Dismutases (CuSODs) and compensate for the lack of functional FeSODs [89]. Overall, based on the observed transcriptional changes in control plants exposed to kanamycin, the reduction in iron content could either be a direct consequence of the stress caused by kanamycin on choloroplasts, but could also represent, at least partially, an adaptive response to limit iron uptake.

### WBC19 and zinc homeostasis

Important insights on the role of WBC19 were gained from the comparison of control and mutant plants in the absence of kanamycin. *wbc19* mutants contain about half the amount of zinc and copper compared to control plants suggesting that WBC19 plays an important role in zinc and copper uptake under normal conditions. The low levels of zinc in mutants were accompanied by increased expression of the zinc transporter ZIP1 as well as a number of zinc binding proteins. We sought to confirm increased expression of ZIP1 by real-time RT-PCR, however adequate custom or predesigned primer and probe sets could not be generated for our Taq-Man assays. This was in part due to the fact that ZIP1 transcripts overlapped with ALIS1 transcripts. Zinc is the second most abundant microelement found in plants. In *Arabidopdsis*, zinc is initially taken-up by IRT1 in root epidermal cells along with iron and other metals. Once in the root symplast, it can either be loaded into the xylem mainly by two P-type ATPases, HEAVY METAL ATPASE 2 and 4 (HMA2 and HMA4) [90], [91], [92] sequestered in root vacuoles via two transporters of the cation diffusion facilitator family, the METAL TOLERANCE PROTEIN 1 and 3 (MTP1 and MTP3) [93], [94], [95] or extruded by PLANT CADMIUM RESISTANCE 2 (PCR2) from root epidermal cells under conditions of excess zinc [96]. The presence, transport and compartmentalization of zinc chelators especially nicotianamine (NA) also play an important role in the uptake and distribution of zinc [64], [97], [98], [99].

It is not clear how WBC19 contributes to zinc homeostasis. The phenotype observed for *wbc19* mutants bares similarities with the phenotypes of the *hma2 hma4* double mutants and *hma4* single mutants [90] but also the ZINC-INDUCED FACILITATOR1 (ZIF1) overexpressing lines [64] and the NICOTIANAMINE SYNTHASE (NAS) mutants [99]. ZIF1 is an NA transporter that localizes to the vacuolar membranes. Its overexpression leads to the enhanced sequestration of zinc in root cell vacuoles and therefore a decrease in the mobilization of zinc from roots to shoots. The dramatic effect of ZIF1 on zinc mobilization, but limited effect on iron mobilization is explained by the differences in the stability of Fe-NA and Zn-NA complexes in the vacuole [64], [97], [100]. Fe-NA complexes are not stable at vacuolar pH, whereas Zn-NA complexes are. Similarly, *nas* mutants are deficient in their ability to mobilize zinc from root to shoot but not iron [99]. Although NA has a high affinity for copper, differences in the mobilization of Cu were not observed with ZIF1 overexpressing lines [64] nor *nas* mutants [99]. Our study however also points to a decrease in the uptake of copper by *wbc19* mutants. Given the phenotypic similarities between *wbc19* mutants with *hma2 hma4* double mutants and *hma4* single on one hand and ZIF1 overexpressors and *nas* mutants on the other, WBC19 could have a function in zinc or NA movement. Since WBC19 has a role in antibiotic resistance, a function linked to NA movement is more likely.

NA allows the long-distance transport of iron in the phloem and probably that of zinc and copper in both the xylem and phloem [66], [100], [101]. NA is a non proteinogenic amino acid synthesized by a condensation reaction of three molecules of *S*-adenosyl-Met by nicotianamine synthase (NAS) [102]. Four NAS genes are encoded in the *Arabidopsis* genome and their transcript levels are upregulated in response to iron, zinc and copper deficiency [103], [104]. With the optimal spacing of its six functional groups, the structure of NA allows octahedral coordination and formation of chelate rings, making it a high affinity chelator of several metals [101]. It is also thought that the structure of NA or metal-NA complexes bears similarities with that of aminoglycoside antibiotics such that they can move through the same transporters [6], [8]. In *wbc19* mutants, defects in zinc deficiency are coupled to kanamycin sensitivity. One possible explanation is that mutants have increased expression of NA transporters for xylem loading. In turn this leads to increased transport of kanamycin. Conversely, when WBC19 is functional, lower levels of NA transporters are present and thus result in decreased kanamycin movement. Our analysis of the expression pattern of WBC19 further support the notion that it might have a role in long-distance transport as expression was predominantly vascular. Future studies will examine the relationship between NA, zinc and WBC19.

## Conclusion

Plants mine the soil to obtain essential nutrients and in so doing can take-up antibiotics produced by soil microorganisms. Our study supports the view that chloroplasts are an important target of aminoglycosides as several transcripts of the photosynthetic apparatus were differentially expressed upon seedling exposure to kanamycin. Another consequence of the exposure to kanamycin is a significant decrease in iron content. It is unknown whether this is due to a decreased requirement for iron or an adaptive response to limit iron uptake and possibly restrict kanamycin movement. We also observed notable differences between control and *wbc19* mutants. The fact that mutant seedlings upregulate FRO6 while control seedlings do not highlights a major difference in the way kanamycin affects iron homeostasis in the two lines. Hence, aside from lower levels of zinc observed in mutant, more subtle differences with regard to iron homeostasis are affected by WBC19.

## Supporting Information

Figure S1 **Over-represented functional categories for transcripts differentially expressed upon germination of control seedlings on media with kanamycin.** The normalized representation relative to the frequency of group members in the *Arabidopsis* genome (± bootstrap StdDev) is shown. Significantly overrepresented groups (P<0.05) are in bold.
(JPG)

Figure S2 **Over-represented functional categories for transcripts differentially expressed in** ***wbc19*** **mutant seedlings.** The normalized representation relative to the frequency of group members in the *Arabidopsis* genome (±bootstrap StdDev) is shown. Significantly overrepresented groups (P<0.05) are in bold.
(JPG)

Figure S3 **Over-represented functional categories for transcripts differentially expressed when comparing control and** ***wbc19*** **mutant seedlings germinating on media with kanamycin.** The normalized representation relative to the frequency of group members in the *Arabidopsis* genome (±bootstrap StdDev) is shown. Significantly overrepresented groups (P<0.05) are in bold.
(JPG)

Figure S4 **Venn Diagram showing the overlap between genes found to be significantly up or downregulated in the control exposed to kanamycin compared to the control, and genes differentially expressed between control and mutant plants exposed to kanamycin (fold change>2; P<0.001).**
(JPG)

Table S1 Pre-Designed TaqMan Assays from Life Technologies used in multiplex Real-Time PCRs for the quantification of various iron homeostasis genes (FAM labeled) and the control, RAD23-3 (VIC labeled).
(DOCX)

Table S2 Mapping efficiency of reads obtained for each RNA-seq library. An average of 2.3 million reads per library uniquely mapped to the Arabidopsis genome.
(DOCX)

File S1 **Real-Time PCR validation of RNA-seq data on a random selection of eleven genes across the four treatment conditions.**
(XLSX)

File S2 **RNA-seq analysis and differentially expressed genes.** The columns were color coded as follows: yellow: gene descriptions retrieved from TAIR, blue: CuffDiff output when comparing control no kan and mutant no kan samples, pink: CuffDiff output when comparing control + kan and mutant + kan samples, green: CuffDiff output when comparing control no kan and control + kan samples, orange: CuffDiff output when comparing mutant no kan and mutant + kan samples.
(XLSX)

# Supplementary material for: RNA-Seq Analysis of the Effect of Kanamycin and the ABC Transporter AtWBC19 on Arabidopsis thaliana Seedlings Reveals Changes in Metal Content
**Source:** PLoS One. 2014 Oct 13;9(10):e109310. doi: 10.1371/journal.pone.0109310
**Supplement:** Table S1 — Pre-Designed TaqMan Assays from Life Technologies used in multiplex Real-Time PCRs for the quantification of various iron homeostasis genes (FAM labeled) and the control, RAD23-3 (VIC labeled).

**Table S1**. Pre-Designed TaqMan Assays from Life Technologies used in multiplex Real-Time PCRs for the quantification of various iron homeostasis genes (FAM labeled) and the control, RAD23-3 (VIC labeled).

| **Gene** | **Gene ID** | **Description** | **Assay ID** |
| --- | --- | --- | --- |
| RAD23-3 (control) | At3g02540 | Putative DNA repair protein | At02163241_g1 |
| PSI-P | AT2G46820 | Photosystem I P subunit | At02263994_g1 |
| LHCB1.1 | AT1G29920 | Chlorophyll A/B-binding protein | At02168205_s1 |
| LAC5 | AT2G40370 | Laccase 5 | At02325202_g1 |
| PHYB | AT2G18790 | Phytochrome B | At02177335_g1 |
| FD3 | AT2G27510 | Ferredoxin 3 | At02357365_s1 |
| AtMFDR | AT4G32360 | Mitochondrial Ferredoxin reductase  (AtMFDR) | At02248462_g1 |
| PsbP | AT1G76450 | Photosystem II reaction center PsbP family protein | At02287233_g1 |
| mtACP2 | AT1G65290 | Mitochondrial acyl carrier protein 2 | At02219002_m1 |
| MGT4 | AT3G19640 | Magnesium transporter 4 | At02254929_g1 |
| NAS1 | At5g04950 | Nicotianamine synthase 1 | At02181318_s1 |
| FRO6 | At5g49730 | Ferric reduction oxidase 6 | At02318925_g1 |
| YSL1 | At4g24120 | Yellow stripe like 1 | At02237465_g1 |
| YSL3 | At5g53550 | Yellow stripe like 3 | At02321256_g1 |
| FRD3 | AT3G08040 | Ferric reductase defective 3 | At02237261_g1 |
| IREG1 | AT2G38460 | Iron-regulated protein 1 | At02324075_g1 |
| IRT1 | At4g19690 | Iron-regulated transporter | At02164076_gH |

# Supplementary material for: RNA-Seq Analysis of the Effect of Kanamycin and the ABC Transporter AtWBC19 on Arabidopsis thaliana Seedlings Reveals Changes in Metal Content
**Source:** PLoS One. 2014 Oct 13;9(10):e109310. doi: 10.1371/journal.pone.0109310
**Supplement:** Table S2 — Mapping efficiency of reads obtained for each RNA-seq library. An average of 2.3 million reads per library uniquely mapped to the Arabidopsis genome.

**Table S2**. Mapping efficiency of reads obtained for each RNA-seq library. An average of 2.3 million reads per library uniquely mapped to the *Arabidopsis* genome.

|  | mapped reads | unmapped QC passed reads | unmapped QC failed reads | total | percent mapped reads |
| --- | --- | --- | --- | --- | --- |
| S1 | 1,748,875 | 369,142 | 2,448 | 2,120,465 | 82.47601 |
| S2 | 1,624,698 | 352,230 | 886 | 1,977,814 | 82.14615 |
| S6 | 3,167,461 | 1,365,688 | 2,391 | 4,535,540 | 69.83647 |
| S7 | 2,715,250 | 1,199,025 | 2,240 | 3,916,515 | 69.32822 |

How the deposited data were processed for this re-analysis (not part of the article)

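Poly(A) RNA from 5-day-old Arabidopsis seedlings of a control line and of the wbc19 mutant line, each grown without kanamycin or with 50 mg/l, was sequenced as 1 library per condition. The authors clipped the reads, aligned them to TAIR10 with TopHat2 2.0.5, assembled transcripts with Cufflinks 2.0.2 and computed FPKM for each gene and library with Cuffdiff 1.3.0. The headers of the deposited table call these values rpkm, and the paper's methods name FPKM. The authors' Cuffdiff also gave the p-value and q-value of each comparison in the deposited table, together with a log2 fold change and a status for whether the gene was tested. With 1 library per condition, such a p-value compares the reads of those libraries and does not cover differences between plants.

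The deposited table lists 33624 genes and assembled loci, each with an FPKM value repeated in every comparison it enters. Of these, 33539 were used here. Copies of the same value differed for 78, all with too few reads to be tested, and these were left out. Another 7 without any value were left out as well. The second entry of 1 gene, CAB2, was kept apart as an assembled locus. Where the authors had written 0.01 for a value of 0, which was the case for 27 values, 0 was used. The log2 differences were computed here from the deposited FPKM with a pseudocount of 1 added to both values. The number of reads behind a value was estimated from the step between the smallest FPKM values, with transcript lengths from the TAIR10 annotation for 30353 genes. An assumed fragment length of 200 bases was subtracted from them, although the fragments that the paper selected were shorter. The share of values of 0.5 to 2.5 reads within 0.2 of a whole number was 73.9% in control, 72.8% in control + kanamycin, 80.4% in wbc19 mutant and 72.7% in wbc19 mutant + kanamycin.

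For each comparison, genes called in the authors' deposited table at the paper's thresholds, at least 2-fold and p under 0.001, were counted. A rule of size without any test, a log2 difference of at least 1 on the scale above, was applied to the 9761 genes with a mean of at least 5 FPKM over the 4 libraries. Gene lists were described by the median log2 difference of their members with a mean of at least 1 FPKM, for lists with at least 3 such members. The percentile of this median was taken among 10000 random lists of the same size, drawn to match the members over 10 classes of mean FPKM. The genes tested in both of a pair of comparisons were used to count opposite calls, beside the number expected of independent lists and the number in libraries simulated with counting error alone.

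Named are the genes that the paper names, the 8 genes with the largest difference in each direction of each comparison among tested genes over at least 500 bases, and of each list up to 4 members with the highest mean FPKM and every called member. When this rule was written, the values of Tables 1 to 6, of the Real-Time PCR and of the first rows of the paper's supplementary RNA-seq results had been seen. The rest of the data had not been examined. Coordinates are those of TAIR10. Near-identical genes, such as the LHCB1 family, can share reads of this length, and their single values are uncertain.

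The rule of size was tested on simulated data with the FPKM and depth of the 4 libraries, in which 200 of 9239 genes were changed 4-fold. In the comparison control + kanamycin against control it found 95.5% of these and 4.48% of the unchanged genes. In wbc19 mutant against control it found 93.0% and 4.82%, in wbc19 mutant + kanamycin against control + kanamycin 93.5% and 4.97%, and in wbc19 mutant + kanamycin against wbc19 mutant 94.0% and 5.34%. These shares cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The list percentiles were tested without simulated libraries, on differences drawn independently for each gene from a normal distribution. Of random lists without a shift in these differences, 93.5% lay from percentile 2.5 to 97.5.

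The alternatives were pseudocounts of 0.1 and 5, other limits on mean FPKM, rescaling of the libraries by median ratio or by upper quartile, other p or q limits for the authors' calls, and the calls without genes at 0. Rescaling moved the median log2 difference of all 9761 genes from 0.00 to −0.31 by upper quartiles in control + kanamycin against control. In wbc19 mutant against control it went from −0.28 to −0.50, in wbc19 mutant + kanamycin against control + kanamycin from 0.00 to 0.11, and in wbc19 mutant + kanamycin against wbc19 mutant from 0.08 to 0.29. By median ratio it was −0.07, −0.30, 0.00 and 0.19 in the same order, so small differences between libraries are relative to these shifts. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9. Metal contents and reporter lines were not analysed here, and of the later Real-Time PCR of iron genes only the directions that the paper marks as significant between the lines were compared. That of YSL3 without kanamycin was taken from its figure.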

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

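The tests of amplified molecules, of sequencing depth, of reads shared between CAB genes and of exchanged labels were chosen after the results they measure were seen.

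Among the genes that differ between the libraries labelled wbc19 mutant + kanamycin and wbc19 mutant are GDH2, a glutamate dehydrogenase of mitochondria, at 280 FPKM without and 39.1 FPKM with kanamycin, and the plastid genes rpoB, at 71.7 and 4.42 FPKM, and psbJ, at 810 and 17.9 FPKM. PYK10, a root glucosidase, was at 1299 and 496 FPKM, and GRP23 was listed at 0 and at 232 FPKM. These are among the 105 genes, 22 higher and 83 lower, that the authors' deposited table calls in this comparison, which the paper does not discuss. By the rule of size the balance was the reverse, with 3486 of 9761 genes higher and 2648 lower, or 3767 and 2365 scaled by upper quartiles. With a mean of at least 20 FPKM it was 925 and 1040. Of the 105, 48 have q under 0.05 and 69 of 102 with a known length had an estimated 3 reads or fewer in the lower library.

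For 2 genes the call with kanamycin runs in opposite directions in the control and mutant lines. TCH4, a cell wall enzyme induced by touch, was at 37.8 FPKM in control, 369 FPKM in control + kanamycin, 263 FPKM in wbc19 mutant and 20.6 FPKM in wbc19 mutant + kanamycin. AT1G42140, a transposable element gene, was at 99.9, 4.54, 3.35 and 50.0 FPKM in the same order. Both genes were named after their values were seen, and the difference between the lines was not tested. Independent lists over the 5467 genes tested in both comparisons would share 0.334 genes called higher in the control line and lower in the mutant line, and 0.0966 called the other way.

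In each comparison most called genes were higher in the library labelled control + kanamycin or in that labelled wbc19 mutant, with 88 of 116 for control + kanamycin against control, 68 of 94 for wbc19 mutant against control, 97 of 135 for wbc19 mutant + kanamycin against control + kanamycin and 83 of 105 for wbc19 mutant + kanamycin against wbc19 mutant. By the rule of size, genes higher and lower numbered 2597 and 3006, 2329 and 3630, 2831 and 2965, and 3486 and 2648 in the same order. With a mean of at least 20 FPKM they numbered 901 and 817, 919 and 943, 768 and 1051, and 925 and 1040. By the rule of size the balance ran against that of the calls, except in wbc19 mutant + kanamycin against control + kanamycin. With a mean of at least 20 FPKM it ran with the calls, though less unevenly, except in wbc19 mutant against control. The pattern is thus strongest in the calls, and among genes at large it depends on abundance. Greater sequencing depth is not excluded. The libraries labelled control + kanamycin and wbc19 mutant had the most reads, and yet the richer of them listed 11090 genes above 0, fewer than either of the others. This had been set as a value against depth. It cannot decide, since a loss of molecules lowers this number whatever depth does to the direction of calls. A like action of kanamycin and of the mutation on the same genes stays open. Spearman's rho across 9761 genes of 0.284 between these libraries was the lowest of the 6 pairs, which had been set as a value against it, but these libraries list the most genes at 0, 22449 and 24526, and a loss of molecules lowers rho whether or not the actions are alike. That few molecules were amplified into many reads in both libraries may explain the pattern, as at least 11.2% of genes with an estimated 20 to 40 reads in control were listed at 0 in each, but wbc19 mutant + kanamycin also had 3.98%, above the bound of 2% for a library without this loss. In the order of reads, control + kanamycin and wbc19 mutant match the 2 libraries of the paper's Table S2 with 69.3 and 69.8% mapped. The remaining libraries there had 82.1 and 82.5% mapped, but that table names no conditions. With 1 library per condition, loss of molecules, depth, a like action and other differences between conditions or libraries cannot be told apart.

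The entry of CAB2 used in Tables 1 and 5 was listed at 0 in the library labelled wbc19 mutant + kanamycin. Lower transcripts of light-harvesting proteins as a group are argued against, as the 20 other members of the list had a median log2 difference of 0.21 to control + kanamycin, at percentile 95.9. Reads shared between the near-identical genes of the merged locus may explain the listing at 0, but the value set for this cannot decide it. The summed FPKM of the 5 LHCB1 genes was 1.10 times that in control + kanamycin, which was 11481 FPKM. The assembled entry was at 980 FPKM there, so even a true loss of its transcript would have left most of such a sum. How the authors' software assigned these reads was not tested.

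WBC19 was listed at 0 in both libraries labelled control and was above 0 in both labelled wbc19 mutant, against the direction of a knockout. Too few reads are not excluded by the limits set, since 3 reads in the library labelled control would give 1.54 FPKM, above the lower bound of 1.5 FPKM in wbc19 mutant, although the 0.794 FPKM of 3 reads in control + kanamycin lies under that bound. That 0.794 FPKM is above the lower bound of 0.587 FPKM in wbc19 mutant + kanamycin, so the limits overlap in the pair with kanamycin as well. Overlapping limits take 1 pair at a time and do not test whether levels are equal. Both pairs ran in the same direction, at 0 and 0 against about 10 and 4 reads. Whether counting error explains the 4 libraries together was not tested. The reads do not show which part of the gene they come from, and a transcript cut by the T-DNA may still give reads, which was not tested. Exchanged labels stay open. If the libraries were exchanged after the plants were grown, most significant Real-Time PCR differences between the lines would run against the libraries, but 13 of the paper's 16 pairs of gene and comparison ran with them, among them all 10 of the 11-gene set, and IRT1 and FRD3 with kanamycin and IREG1 without it against them. Of the 12 genes 3 have such an opposite pair, with an exact 95% upper limit of 57.2%, which does not exclude the exchange. In the 11-gene set alone 0 of 7 genes have one, with an upper limit of 41.0%, so the answer depends on the set. The 3 opposite pairs are not tested in the authors' deposited table. Neither are YSL1 with kanamycin and LAC5 without it, which ran with the labels. LAC5 and IREG1 without kanamycin rest on about 1 read in control. In mutant against control 4 of the 11 genes ran in opposite directions, between the bounds set for either answer, none with a significant difference in the paper's assay. An exchange of the lines before both assays would leave them alike, but the paper reports stunted roots on kanamycin for the mutant plants of this experiment, which goes with the labels and was not analysed here. Of 14 root markers in the libraries 7 were higher in wbc19 mutant + kanamycin than in control + kanamycin and 3 lower. Their median difference was 0.99 (0.34 with a pseudocount of 5) at percentile 94.8, inside the limits. However, their median FPKM was 0 in control + kanamycin, which lists 22449 genes at 0, and 7.94 in wbc19 mutant + kanamycin. The markers therefore decide nothing about that report or the labels. TT4, which lies beside the T-DNA of the control line, was at 86.3 and 80.8 FPKM in the libraries labelled control and 215 and 190 FPKM in those labelled wbc19 mutant, which does not settle the labels either.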

How the results depend on the processing

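All alternatives were set before the data were examined, except the simulation in which each molecule is read several times.

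With q under 0.05 in place of p under 0.001, the authors' deposited table calls 42 genes in control + kanamycin against control, 12 in wbc19 mutant against control, 47 in wbc19 mutant + kanamycin against control + kanamycin and 48 in wbc19 mutant + kanamycin against wbc19 mutant. With p under 0.01 it calls 590, 508, 727 and 531 genes in the same order. Without genes at 0 the numbers were 108, 92, 116 and 99, and over genes with a mean of at least 5 FPKM 112, 92, 129 and 104. Genes called higher in control + kanamycin against control and lower in wbc19 mutant + kanamycin against control + kanamycin numbered 232 with p under 0.01 and 10 with q under 0.05. These numbers follow from the limits themselves.

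By the rule of size, 10417, 10807, 10139 and 10217 genes were at least 2-fold apart with no filter, over 17877 genes, and 1718, 1862, 1819 and 1965 with a mean of at least 20 FPKM, over 3702 genes, since more or fewer genes were examined. With pseudocounts of 0.1 and 5 and with both ways of rescaling, the numbers stayed from 4423 to 5841, 4856 to 6180, 4669 to 6042 and 5023 to 6357. They do not say that the same genes were found.

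Of the 120 pairs of gene list and comparison, from 11 to 16 lay outside percentile 2.5 to 97.5 under the alternatives, and none of the 12 medians outside in the main setting changed sign. The iron deficiency genes in wbc19 mutant + kanamycin against control + kanamycin moved inside under 4 alternatives, at percentiles from 2.51 to 5.78, and the oxidative and light stress genes in wbc19 mutant + kanamycin against wbc19 mutant with no filter, at percentile 10.5 and with a median of −0.18 in place of −0.84. The cause was not tested. Of 416 values of named genes, 292 were at least 2-fold in the main setting and 266 to 304 under the alternatives. Of 537 single values of genes, lists and simulations, 496 kept their direction under every alternative run.

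Simulated libraries with counting error alone gave 49.2 genes higher and then lower across the shared control + kanamycin library, and 871 when each molecule is read several times, at a number chosen from the zeros of these libraries. Reads did not come out whole, so the exact binomial test on estimated reads was not run. No paired analysis was possible because each condition has 1 library. Depth limits what can be seen, since by counting error alone a listing at 0 still allows the FPKM of 3 reads. Such a listing may allow more. Of genes with an estimated 20 to 40 reads in control, 11.2% were listed at 0 in control + kanamycin and 19.1% in wbc19 mutant. The share in wbc19 mutant + kanamycin was 3.98%.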

Differences from the paper's values

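All settings named here were set before the data were examined.

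For FRO6 in wbc19 mutant + kanamycin against control + kanamycin, the paper's text gives about 5-fold, and the FPKM gave a ratio of 9.37 with the pseudocount of 1. The paper's Tables 5 and 6 give a log2 ratio of 3.40 for the same comparison, and the FPKM without a pseudocount gave 3.40 as well. With a pseudocount of 5 the ratio was 6.62, within 1.5 times the paper's value. With a pseudocount of 0.1 it was 10.4, and after rescaling by median ratio and by upper quartile 10.5 and 11.5, which differ from it. The paper's Real-Time PCR gives 5.08 for the mutant with kanamycin relative to the control.

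Recounted at the paper's thresholds, the authors' deposited table calls 68 genes higher in wbc19 mutant against control, where the paper's number is 69, and 97 lower in wbc19 mutant + kanamycin against control + kanamycin, where the paper's number is 98. The other counts by direction were equal to the paper's. Of Tables 1 to 6, 132 FPKM and 65 log2 ratios were compared, and the largest distance from the printed value was 0.01 FPKM and 0.00997 on the log2 scale, with 2 decimals in the tables and 0 written there as 0.01.

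The paper names CAB2 as regulated by kanamycin in both comparisons with the control + kanamycin library. In the authors' deposited table the entry of the assembled locus is called in both and the entry of the annotated gene, AT1G29920, in neither. The paper names chloroplastic ribosomal protein L9 as differentially regulated with kanamycin. The gene AT5G53070 of the L9 family is called higher, and AT3G44890, annotated as plastid ribosomal protein L9, is not, at 137 FPKM in control and 108 FPKM in control + kanamycin. In its later Real-Time PCR the paper gives IRT1 and FRD3 as lower in the mutant with kanamycin and IREG1 as higher in the mutant without it. In the libraries labelled control + kanamycin and wbc19 mutant + kanamycin IRT1 was at 6.08 and 11.6 FPKM and FRD3 at 3.66 and 5.60 FPKM, from 9 to 12 reads each, and IREG1 was at 0.744 FPKM in control, from about 1 read, and listed at 0 in wbc19 mutant. The directions of YSL1, IREG1 and FRO6 with kanamycin were those of the paper.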

Other observations

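The lists and the comparisons of lists were set before the data were examined, apart from values that the paper prints. Some lists hold genes that the paper names from these libraries. The relation between the responses of both lines was examined after the calls were seen.

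Some genes of the zinc deficiency response were higher in the library labelled control + kanamycin than in control and in wbc19 mutant + kanamycin. ZIP3 was at 13.8 FPKM there and listed at 0 in the other libraries, and ZIP4 was at 29.2 FPKM and listed at 0 in control and in wbc19 mutant + kanamycin. Of the 12 list members 5 had a mean of at least 1 FPKM, ZIP3 through its value in this library alone. Of the 5, 4 were at least 2-fold higher than in control and none lower, with a median log2 difference of 3.13 at percentile 99.97, and of 1.4 with no filter to 5.92 with a pseudocount of 0.1 under the alternatives. Between wbc19 mutant + kanamycin and control + kanamycin 4 were lower and none higher, with a median of −3.89 at percentile 0.05, and of −1.57 with no filter to −7.12 with a pseudocount of 0.1. Both comparisons share the control + kanamycin library, so they do not support each other. No member is called in these comparisons, and the paper does not report this group of genes.

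Genes of the NDH complex and of cyclic electron flow were higher in wbc19 mutant + kanamycin than in wbc19 mutant, 9 of 15 at least 2-fold and 3 lower, with a median of 1.76 at percentile 99.83. PGR5 was at 8.29 FPKM without and 84.7 FPKM with kanamycin, and PNSB1 at 14.0 and 54.1 FPKM. In control + kanamycin against control 3 were higher and 5 lower, with a median of 0.29 (−0.02 by upper quartile) at percentile 70.3. Of 14 oxidative and light stress genes with a mean of at least 1 FPKM, 7 were at least 2-fold lower in wbc19 mutant + kanamycin than in wbc19 mutant and 2 higher, with a median of −0.84 at percentile 1.89. With no filter the median was −0.18 at percentile 10.5, inside the limits, and over members with a mean of at least 5 FPKM −1.61. WRKY33, a regulator of defence, was at 148 and 14.0 FPKM. The stress genes include RHL41 and ZAT7, which the paper chose from the libraries labelled wbc19 mutant and control. Both lists run the other way in wbc19 mutant against control, with medians of −1.79 at percentile 0.19 and 0.75 at percentile 98.9, and these comparisons share the single wbc19 mutant library, so they do not support each other. Circadian clock genes had 8 of 12 higher and none lower in this comparison, with a median of 2.06 (1.13 with a pseudocount of 5, 1.30 over members with a mean of at least 5 FPKM) at percentile 93.4, and 7 higher and 1 lower in wbc19 mutant + kanamycin against control + kanamycin, with a median of 1.29 (0.85 with a pseudocount of 5) at percentile 92.7. WBC19, from few reads, goes against the labels of the lines. Of the 16 significant Real-Time PCR differences of the paper between the lines 13 go with them.

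In wbc19 mutant against control, nuclear genes of plastid transcription had a median of −0.62 at percentile 22.6. In wbc19 mutant + kanamycin against wbc19 mutant, plastid-encoded genes of the expression machinery had a median of −0.51 at percentile 11.0.

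Iron storage genes had a median of 2.32 at percentile 95.1 in wbc19 mutant + kanamycin against control + kanamycin, with 3 of 5 at least 2-fold higher and 2 lower, and a median of −2.03 over members with a mean of at least 5 FPKM, 0.85 with a pseudocount of 5 and 4.12 with 0.1. The genes of the paper's iron panel had 2 of 7 higher and 2 lower there, with a median of 0.83 at percentile 76.0. In wbc19 mutant + kanamycin against wbc19 mutant the iron deficiency genes had 10 of 22 higher and 4 lower, with a median of 0.65 at percentile 80.0. IRT1 was listed at 0 in wbc19 mutant and at 11.6 FPKM in wbc19 mutant + kanamycin, and IMA2, a peptide of iron signalling, was listed at 0 and at 93.1 FPKM.

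Flavonoid genes, of which TT4 is one, had a median of 0.59 (0.20 with no filter) at percentile 84.3 in wbc19 mutant against control and of 0.92 at percentile 94.3 in wbc19 mutant + kanamycin against control + kanamycin. In control + kanamycin against control, cold and drought genes had a median of −0.04 (−0.79 over members with a mean of at least 5 FPKM) at percentile 53.4, heat shock genes 0.00 at percentile 65.0, seed storage genes −2.44 (−0.92 with a pseudocount of 5, −5.50 with 0.1) at percentile 10.7 and homologs of WBC19 0.00 at percentile 64.6.

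Across 9761 genes, the log2 differences with kanamycin in the control line and in the mutant line had a Spearman's rho of −0.0083 and a Pearson's r of −0.0180, which describes genes, not independent replicates. No gene is called higher in both or lower in both, where independent lists would share 0.153 and 0.211, so the absence says little. Spearman's rho of FPKM between libraries ranged from 0.284 between control + kanamycin and wbc19 mutant to 0.512 between control and wbc19 mutant + kanamycin.

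Of the 64 largest differences, 8 in each direction of each comparison, 31 were of assembled loci and 12 of plastid tRNA genes. These made up 2 of the 8 among those higher in wbc19 mutant + kanamycin than in control + kanamycin, 2 of the 8 among those higher than in wbc19 mutant, and 4 to 8 of 8 in the other sets. Among annotated genes, RGF9, a root growth factor, was listed at 0 in control + kanamycin and in wbc19 mutant and was at 140 FPKM in wbc19 mutant + kanamycin. PNSL1, a subunit of the NDH complex, was at 0.0160 and 127 FPKM in control + kanamycin and wbc19 mutant + kanamycin. Of these differences, that of the assembled locus of CAB2 in wbc19 mutant + kanamycin against control + kanamycin and that of GRP23 in wbc19 mutant + kanamycin against wbc19 mutant are called.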
